# Whole genome expression analysis within the angiotensin II-apolipoprotein E deficient mouse model of abdominal aortic aneurysm

**DOI:** 10.1186/1471-2164-10-298

**Published:** 2009-07-06

**Authors:** Catherine Rush, Moses Nyara, Joseph V Moxon, Alexandra Trollope, Bradford Cullen, Jonathan Golledge

## Abstract

**Background:**

An animal model commonly used to investigate pathways and potential therapeutic interventions relevant to abdominal aortic aneurysm (AAA) involves subcutaneous infusion of angiotensin II within the apolipoprotein E deficient mouse. The aim of this study was to investigate genes differentially expressed in aneurysms forming within this mouse model in order to assess the relevance of this model to human AAA.

**Results:**

Using microarrays we identified genes relevant to aneurysm formation within apolipoprotein E deficient mice. Firstly we investigated genes differentially expressed in the aneurysm prone segment of the suprarenal aorta in these mice. Secondly we investigated genes that were differentially expressed in the aortas of mice developing aneurysms relative to those that did not develop aneurysms in response to angiotensin II infusion. Our findings suggest that a host of inflammation and extracellular matrix remodelling pathways are upregulated within the aorta in mice developing aneurysms. Kyoto Encyclopedia of Genes and Genome categories enriched in the aortas of mice with aneurysms included cytokine-cytokine receptor interaction, leukocyte transendothelial migration, natural killer cell mediated cytotoxicity and hematopoietic cell lineage. Genes associated with extracellular matrix remodelling, such as a range of matrix metalloproteinases were also differentially expressed in relation to aneurysm formation.

**Conclusion:**

This study is the first report describing whole genome expression arrays in the apolipoprotein E deficient mice in relation to aneurysm formation. The findings suggest that the pathways believed to be critical in human AAA are also relevant to aneurysm formation in this mouse model. The findings therefore support the value of this model to investigate interventions and mechanisms of human AAA.

## Background

Abdominal aortic aneurysm (AAA) affects approximately 5% of men and 1% of women aged >60 years [1]. The principal concern with the condition is aortic rupture which is frequently fatal. Currently the only treatment option for AAA is surgery and approximately 25,000 aortic repairs are performed annually in the USA [2]. AAA accounts for approximately 15,000 deaths annually in the USA despite the increasing numbers of elective aortic repairs [2,3]. There is increasing interest in using animal models of AAA to investigate mechanisms important in aneurysm development and progression in order to develop new non-interventional treatments and better ways of monitoring disease progression [4]. Currently rodent models of AAA are most commonly employed, particularly through infusion of angiotensin II in hyperlipidaemic mice, such as apolipoprotein E deficient (ApoE^-/-^) animals [5-7]. This mouse model has a number of similarities to human AAA such as the preponderance of aneurysm formation in males and the focal nature of aortic dilatation [5,6]. The model also displays a number of differences from human AAA, for example aneurysms commonly involve the suprarenal aorta, dissection is an important histological finding and the infrarenal aorta is rarely if ever affected [7]. In contrast the infrarenal aorta is the most common site of AAA in humans. These and other disparities between this mouse model and human AAA stimulated us to investigate the gene expression profile of aneurysms in the ApoE^-/- ^mouse model. The aim of the current study was to identify genes and pathways associated with aneurysm formation in the angiotensin II infused ApoE^-/- ^mouse model. We used three approaches. Firstly we aimed to identify genes which might underlie the protection of the infrarenal aorta from aneurysm formation in ApoE^-/- ^mice. Secondly we aimed to identify genes which were differentially expressed within the aortas of mice developing aneurysms in comparison to those that did not. Finally we selectively examined whether the differences in gene expression associated with aneurysm formation translated into similar changes in protein expression. The design of these studies is illustrated in Table 1. Our findings suggest the importance of chemokines, pro-inflammatory cytokines, leukocyte transendothelial migration mechanisms, a number of different signalling pathways (such as the Janus kinase pathway) and proteolytic mechanisms in aneurysm formation in these mice supporting the relevance of this model to human AAA [8-10].

**Table 1:** Summary of the included studies.

**Study**	**Comparison**	**Design**	**Method**	**Mice**	**Genes identified**
1	Paired supra and infrarenal aortas	Pooled samples	Codelink mouse whole genome bioarray (36227 genes)	10	Differentially expressed between AAA prone supra and infrarenal aorta

2	Whole aortas of mice exposed to angiotensin II that did and did not develop aneurysms and saline infused controls	Individual mice	Illumina mouse sentrix 6 microarray (46,628 genes).	18	Differentially expressed between the 3 groups revealing aneurysm-associated and "protective" genes

3	Suprarenal aortas of mice exposed to angiotensin II that did and did not develop aneurysms	Individual mice	ELISA and IHC	18*	Validate findings from the microarray in study 2 for Tnfrsf11b, Tgfb1, and inflammatory cell markers.

* 10 further mice died and were excluded from this study.

## Results

### Comparison of gene expression in aneurysm prone suprarenal compared to aneurysm resistant infrarenal aorta

A total of 26,522 transcripts (73% of the reference list) were expressed above background and compared between segments. A total of 304 transcripts were differentially expressed (1.5 fold, p < 0.05) between supra and infrarenal aortic segments (53 upregulated within the suprarenal aorta and 251 upregulated within the infrarenal aorta). A full list of transcripts is given in Additional File 1 and examples of potentially relevant genes shown in Table 2. A number of these genes may be relevant to the predilection of the suprarenal aorta to aneurysm formation based on knowledge of their functional importance or their previous identification in human AAA association studies [9]. Ucn3 for example, which was downregulated in the suprarenal aorta, has been demonstrated to antagonize angiotensin induced production of oxygen derived free radicals *in vitro *and play a vascular protective role in animal models [11,12]. Pik3ap1, Dapk1 and Cd59 have previously been identified to be upregulated within human AAA biopsies [9]. Since vascular smooth muscle apoptosis and inflammation have been demonstrated to be important mechanisms in human AAA, upregulation of Dapk1 and Cd59 may be relevant to the predilection of the suprarenal aorta to aneurysm formation in ApoE^-/- ^mice [8]. Perhaps more important to the predilection of the suprarenal aorta to aneurysm formation are the downregulation of a number of genes coding for structural extracellular matrix proteins including Lama3, Myo18b and the cytoskeletal protein Tuba8 (Table 2). Lama3 has been identified to be downregulated within human AAA biopsies [9].

**Table 2:** Examples of genes differentially expressed between paired supra and infrarenal aortas.

**Symbol**	**Gene ID**	**Gene Name**	Mean expression ratio*	**P value**
Adprhl1	234072	ADP-ribosylhydrolase like 1	3.11	0.015

Lgtn	16865	Ligatin	2.91	0.041

Fabp3	14077	Fatty acid binding protein 3	1.86	0.043

Pik3ap1†	83490	phosphoinositide-3-kinase adaptor protein 1	1.85	0.030

Dapk1†	69635	Death associated protein kinase 1 (Dapk1)	1.73	0.028

Tuba8	53857	tubulin, alpha 8	1.68	0.045

Cd59a†	12509	CD59a antigen	1.68	0.007

Cxcl13	55985	chemokine (C-X-C motif) ligand 13	1.56	0.021

Tgfbr3†	21814	Transforming growth factor, beta receptor III	1.53	0.030

Myo18b	74376	myosin XVIIIb	0.59	0.006

Ucn3	83428	urocortin 3	0.57	0.022

Srd5a2	94224	steroid 5 alpha-reductase 2	0.56	0.029

Dsc3	13507	desmocollin 3	0.52	0.037

Lama3†	16774	laminin, alpha 3	0.52	0.025

Trat1†	77647	T cell receptor associated transmembrane adaptor 1	0.51	0.008

Shbg	20415	sex hormone binding globulin	0.42	0.034

Akr1b7	11997	aldo-keto reductase family 1, member B7	0.24	< 0.001

Shown are a subset of the 304 gene transcripts that were differentially expressed in suprarenal compared to infrarenal aortic segments (1.5-fold, uncorrected p value < 0.05 calculated with paired t-test; for a full list see Additional File 1). The genes were selected from the full list based on the potential relevance to AAA. Genes highlighted with † have previously been identified as associated with human AAA in a whole genome expression study [9]. *Ratio of relative gene expression in supra compared to infrarenal aortic segments from 10 paired samples (5 pairs of arrays due to pooling of 2 aortic segments for each analysis).

### Genes expressed in aortas from mice with aneurysms compared to those without aneurysms and controls

Maximum aortic diameters measured in the aortic arch, thoracic, suprarenal and infrarenal aortas in saline controls and mice exposed to angiotensin II that did and did not develop aneurysms are shown in Table 3 for animals used in the microarray experiment (study 2). Aortic diameters were similar between non-aneurysmal angiotensin II perfused mice and saline controls. 

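Whole aortas of 18 male ApoE^-/- mice were compared on 1 array per mouse. Of these mice, 5 received angiotensin II (1.44 μg/kg/min for 28 days) and developed AAA, 7 received it and did not (no AAA, aneurysm resistant), and 6 received saline. Expression was taken from the average bead signals that the authors deposited without normalisation. Each signal was divided by the median signal of its array, the per-chip step that the methods name, and expressed as log2. No floor was needed, since the lowest signal was 43.9. An array detected 40.0 to 45.2% of its probes, so the median signal lay near background. The 21434 of 46624 probes that were detected on at least 5 arrays were tested with limma over all 18 arrays, with 3 group means and Benjamini-Hochberg adjustment. The fit took 1 spread per probe for all groups. Of 50 probes given a 2-fold difference between AAA and no AAA arrays in simulated data, 45 were recovered. The whole simulated comparison, with other folds included, had 4 false calls. Its noise was independent between probes and had the same spread in every group. It therefore does not give the rate of false calls in the real arrays. Gene names came from the additional files alone, for 1546 of the tested probes (7.2%). The study had listed each of these as different in at least 1 comparison. Counts of named genes in any list below are therefore not independent evidence, and no set test was made on them. The saline arrays filled BeadChip 1, no AAA 1 to 6 filled BeadChip 2, and the AAA arrays shared BeadChip 3 with no AAA 7. Differences from saline could not be separated from differences between BeadChips. For AAA against no AAA, a fit with BeadChip as a fixed block rests on the single array no AAA 7. That fit also left out every saline array, so its results mix the block with the loss of those arrays.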

We used Volcano Plots to identify differentially expressed genes between groups using our pre-defined criteria, i.e. 2-fold differential expression and uncorrected p value < 0.05 by unpaired t-test. The numbers of transcripts differentially expressed in comparison between the 3 groups of mice are shown in Additional File 2. 531 transcripts were differentially expressed (two fold change, p < 0.05) between aortas of mice exposed to angiotensin II which developed aneurysms and those that did not develop aneurysms (aneurysm resistant) (446 up and 85 downregulated, a full list is given in Additional File 3). 

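Aortas with AAA (n = 5) held more RNA of Igkc, the constant part of the antibody kappa light chain, than aneurysm resistant aortas (n = 7): 3.59 log2 units (SE 0.81, adjusted p = 0.0046 from limma). The saline mean (5.36) lay between those of AAA (6.96) and no AAA (3.37). Igkc was lower in no AAA than in saline (-1.99, adjusted p = 0.043 from limma) and did not pass between AAA and saline. The lower call ended with the methods' t-test after adjustment (0.16), no filter on dim probes (0.077) and array weights (0.058). It also ended with BeadChip as a random block (0.082) and with the replicate number as a block (0.066). Hmox1, which encodes the heme-degrading enzyme heme oxygenase, was higher by 2.9 (SE 0.54, adjusted p = 0.0012), and Clec4n, a myeloid receptor for fungal sugars, by 2.66 (SE 0.49, adjusted p = 0.0013). Slpi, an inhibitor of neutrophil elastase, was higher by 2.5 (SE 0.49, adjusted p = 0.0018). Lower in AAA were Hspa1b, an inducible chaperone (-2.31, SE 0.52, adjusted p = 0.0048), Synpo2, an actin-binding protein of smooth muscle (-1.44, SE 0.25, adjusted p = 0.00074), Slmap, a muscle membrane protein (-1.42, SE 0.2, adjusted p = 0.00023) and Npy1r, a receptor for neuropeptide Y (-1.29, SE 0.2, adjusted p = 0.00045). These genes were picked from the ends of the list among genes whose AAA and no AAA arrays do not overlap, Igkc through another of its probes (3.68). At an adjusted p under 0.05, 2310 probes were higher and 1813 lower in AAA. Quantile normalization turned this balance, to 2071 higher and 2318 lower. At the study's threshold (2-fold and an unadjusted p under 0.05), limma gave 505 higher and 89 lower. When the methods' t-test was followed by Benjamini-Hochberg adjustment, 473 probes were higher and 323 lower. With BeadChip as a fixed block the counts were 1034 and 450, and 1247 and 250 at the study's threshold. Hmox1 (3.6, adjusted p = 0.07), Clec4n (3.18, 0.068), Synpo2 (-1.62, 0.056) and Hspa1b (-1.27, 0.44) did not pass in that fit, with smaller size only for Hspa1b. The methods' t-test after adjustment also ended these calls (0.13, 0.12, 0.098 and 0.057) and that of Slpi (0.078). Of the 83 genes examined singly that passed in limma, 23 passed with that test and 3 when its floor and no filter were used as well. The floor changed no value, so the fall to 3 came from adjustment over all 46624 probes. The number of lower probes rested partly on single aortas: 1051 without AAA 3, and 43 at the study's threshold without AAA 1. The paper proposes that genes found by this comparison of animals that all received angiotensin II would be most likely to represent those relevant to aneurysm formation or resistance, rather than effects of angiotensin II itself.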

1196 transcripts were differentially expressed (two fold change, p < 0.05) between aortas of mice exposed to angiotensin II which developed aneurysms and saline controls (749 up and 447 downregulated, Additional File 4). 

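The collagenase gene Mmp13 was higher in AAA aortas (n = 5) than in saline controls (n = 6) by 3.77 log2 units (SE 0.49, adjusted p = 1.1e-05 from limma). Clec4d, a C-type lectin of activated macrophages, rose by 3.36 (SE 0.48, adjusted p = 3e-05; detected on 4 of 6 saline arrays), and Spp1, the secreted matrix protein osteopontin, by 3.19 (SE 0.35, adjusted p = 3.4e-06). Matrix genes were raised together: Col8a1, a short-chain collagen of remodelled vessels, by 3.0 (SE 0.32, adjusted p = 2.4e-06), the cartilage glycoprotein Comp by 2.71 (SE 0.25, adjusted p = 1.1e-06) and the TGF-beta activator Thbs1 by 2.49 (SE 0.31, adjusted p = 7.9e-06). Lox, which cross-links collagen and elastin, rose by 1.7 (SE 0.14, adjusted p = 7.4e-07) and elastin itself (Eln) by 1.42 (SE 0.24, adjusted p = 0.00012). Among genes lower in AAA, Cox7a1, a respiratory chain subunit of muscle and brown fat, differed by -3.41 (SE 0.43, adjusted p = 7.9e-06), the fatty acid elongase Elovl6 by -2.81 (SE 0.4, adjusted p = 2.4e-05) and the fatty acid importer of mitochondria Cpt1b by -2.64 (SE 0.33, adjusted p = 8.4e-06). Of 32 genes in a list of collagens and remodelling matrix, 23 had a named probe and all 23 were higher (23 adjusted over the list alone, median 1.62). In an elastic fibre list, 11 of 12 named genes were higher (11 adjusted over the list alone, median 1.19). On the same arrays 20 of 20 named macrophage genes were higher (20 adjusted over the list alone, median 1.84), and 18 of 19 named white fat and 11 of 11 named brown fat genes lower (18 and 11 adjusted over the list alone, medians -1.48 and -2.39). These lists hold 25, 23 and 17 genes. Only genes that the study had listed as different on these arrays have a name, so none of these counts is independent evidence. The share of each cell type was not measured, so higher expression of matrix genes within cells is not told from a change in these shares. Over all tested probes 6540 were higher and 1977 lower at an adjusted p under 0.05, and 790 and 451 at the study's threshold. The split depended on the scaling: after quantile normalization 3573 were higher and 3195 lower, with 525 higher and 630 lower at the study's threshold.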

654 transcripts were differentially expressed (two fold change, p < 0.05) between aortas of mice exposed to angiotensin II which did not develop aneurysms and saline controls (128 up and 526 downregulated, Additional File 5). 

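In aneurysm resistant aortas (n = 7), Slc27a2, a fatty acid transporter, was lower than in saline controls (n = 6) by -3.62 log2 units (SE 0.41, adjusted p = 3.3e-06 from limma), the brown fat proton channel Otop1 by -3.05 (SE 0.33, adjusted p = 2.5e-06) and the lipogenic regulator Thrsp by -2.7 (SE 0.26, adjusted p = 1e-06). Cidec, a lipid droplet protein, was lower by -2.38 (SE 0.27, adjusted p = 3.4e-06), the fat cell transcription factor Cebpa by -2.0 (SE 0.25, adjusted p = 6.8e-06), lipoprotein lipase (Lpl) by -1.27 (SE 0.16, adjusted p = 6.8e-06) and the uncoupling protein of brown fat Ucp1 by -1.57 (SE 0.5, adjusted p = 0.015; 0.052 with the methods' t-test). The saline means of Cidec (7.09), Lpl (8.45) and Ucp1 (8.63) lay above 7, the limit set here for fat genes in range, so the falls of these genes may be larger than measured. In mitochondria, Ndufb9 of complex I (-1.23, SE 0.17, adjusted p = 2.7e-05), Sdhb of complex II (-1.43, SE 0.16, adjusted p = 2.6e-06) and Uqcrc1 of complex III (-1.51, SE 0.17, adjusted p = 3.5e-06) were lower. Arntl, the core clock activator, rose by 2.37 (SE 0.26, adjusted p = 2.3e-06), its partner Npas2 by 1.71 (SE 0.23, adjusted p = 1.7e-05), and the repressor Nfil3 by 1.6 (SE 0.26, adjusted p = 9.5e-05). The output genes Dbp (-1.69, SE 0.29, adjusted p = 0.00018) and Tef (-1.06, SE 0.15, adjusted p = 3.5e-05), and Per2 (-0.64, SE 0.17, adjusted p = 0.0054), were lower. Gpnmb, a glycoprotein of lipid-laden macrophages, rose by 1.43 (SE 0.23, adjusted p = 8e-05). Of 19 named white fat genes 17 were lower (19 adjusted over the list alone, median -1.79), as were 11 of 11 named brown fat genes (11 adjusted over the list alone, median -2.7) and 22 of 22 respiratory chain genes (22 adjusted over the list alone, median -1.22). AAA aortas departed from saline in the same direction in these lists, with medians of -1.48, -2.39 and -1.19. The study had listed the named genes as different on these arrays, so the counts are not independent evidence. The amount of fat in each dissected aorta and the hour of collection, on which such genes depend, were not used here. At an adjusted p under 0.05, 7498 probes were higher and 2155 lower in aneurysm resistant aortas. At the study's threshold 129 were higher and 548 lower. The median tested probe lay 0.155 above saline with median scaling and 0.069 after quantile normalization, which gave 4349 higher and 2913 lower probes at an adjusted p under 0.05, and 56 and 694 at the study's threshold. The Ucp1 value of no AAA 4 (4.15) lay far below the other no AAA arrays (7.01 to 8.43).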

To further analyse these results, we concentrated on the transcripts differentially expressed between the aortas of mice that had been exposed to angiotensin II and had or had not developed AAAs (n = 531 listed in Additional File 3). We considered that genes identified by this analysis would be most likely to represent those relevant to aneurysm formation or resistance rather than simply reflecting the effects of angiotensin II. We also wanted to incorporate some of the findings relevant to the saline control group as they enabled us to have a measure of the baseline level of expression of different genes. This group allowed us to better postulate genes upregulated in the AAA resistant aortas, and thus of potential protective value against AAA. We carried out hierachical clustering analysis incorporating expression levels from all three groups of mice for the 531 transcripts that were differentially expressed in angiotensin II treated mice with and without aneurysms. This analysis is illustrated in terms of a heatmap, with a gene tree showing clustering of individual transcripts, in Figure 1. Each line in the heatmap represents a transcript with mean upregulated *(red) *or downregulated *(green) *in expression within the three groups. No change in expression is indicated in black. Hierachical clustering analysis indicated four main patterns of transcript expression (Figure 1, patterns 1–4). 

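The T cell chemokine gene Ccl5 was lower in aneurysm resistant aortas (1.55, SD 0.57, n = 7, log2 of signal over array median) than in AAA aortas (3.06, SD 0.78, n = 5), a difference of 1.51 (SE 0.39, adjusted p = 0.011 from limma). Against saline controls (2.21, SD 0.92, n = 6) aneurysm resistant aortas showed no Ccl5 difference that passed (adjusted p = 0.16). Mmp9, a gelatinase of leukocytes, was 1.71 higher in AAA than in no AAA (SE 0.34, adjusted p = 0.0018) and did not pass between no AAA and saline (-0.53, SE 0.32, adjusted p = 0.18; 0.027 in a fit of these groups alone). Resistant aortas lay below both other groups in Cxcl13, a B cell chemokine, at 1.15 below AAA (SE 0.36, adjusted p = 0.028) and -0.98 against saline (SE 0.34, adjusted p = 0.023), and for the interferon-induced antiviral gene Rsad2, at 1.53 below AAA (SE 0.23, adjusted p = 0.00041) and -0.96 against saline (SE 0.22, adjusted p = 0.0019). The 104 transcripts of pattern 1 had medians of 1.47 for AAA against no AAA, 0.84 for AAA against saline and -0.61 for no AAA against saline. In the same order, 96 and 49 passed as higher and 24 as lower at an adjusted p under 0.05. The study selected them on these arrays, so the counts are not independent evidence. Of 9 named genes in an interferon response list, 9 were higher in AAA than in no AAA (9 adjusted over the list alone), 7 of them with BeadChip as a fixed block, and in no AAA against saline 3 were lower and 1 higher (3 and 1 adjusted over the list alone). With the methods' t-test after adjustment 3 of the 9 were higher in AAA than in no AAA. After adjustment the methods' t-test ended the calls between AAA and no AAA of Ccl5 (adjusted p = 0.083), Mmp9 (0.13), Cxcl13 (0.062) and Rsad2 (0.057), and that of Cxcl13 between no AAA and saline (0.091). Cxcl13 lost its call between the angiotensin II groups without no AAA 7 and between no AAA and saline without saline 2. At the study's threshold all 104 transcripts were higher in AAA than in no AAA, against 62 after normexp background correction.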

Transcripts grouped in pattern 1 (104 transcripts) showed decreased expression in aneurysm resistant aortas relative to other groups and included genes such as *Ccl5*, and *Mmp9 *which have been noted to be upregulated in human AAA biopsies (Additional File 6) [9]. 

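Trem2, a lipid receptor of macrophages, was 1.71 log2 units higher in AAA (n = 5) than in aneurysm resistant aortas (n = 7; SE 0.34, adjusted p = 0.0021 from limma) and 2.9 higher than in saline controls (n = 6; SE 0.36, adjusted p = 6.7e-06). Fcgr1, the high-affinity receptor for IgG, was higher by 1.57 (SE 0.22, adjusted p = 0.00027) and 1.95 (SE 0.23, adjusted p = 5.4e-06). The cysteine protease genes Ctsk and Ctss, whose products cleave elastin, were higher than in no AAA by 1.2 (SE 0.22, adjusted p = 0.0013) and 1.16 (SE 0.28, adjusted p = 0.0071). Col1a1, the main fibrillar collagen gene, was higher by 1.66 (SE 0.22, adjusted p = 0.00021). Of pattern 2, 324 transcripts were held and 322 tested, with medians of 1.23 against no AAA and 1.51 against saline. Of these, 321 were higher than in no AAA and 322 higher than in saline at an adjusted p under 0.05, and 69 were higher in no AAA than in saline (median 0.29). As the study selected these transcripts on the same arrays, the counts are not independent evidence. Among 20 named genes of a macrophage and monocyte list, 19 were higher in AAA than in no AAA (20 adjusted over the list alone, median 1.16), 14 with BeadChip as a fixed block and 1 with the methods' t-test after adjustment. Against saline all 20 were higher in AAA (20 adjusted over the list alone, median 1.84) and 12 in no AAA (12 adjusted over the list alone, median 0.65). Of 14 named cytokine and receptor genes, 14 were higher in AAA than in no AAA (14 adjusted over the list alone), 5 with the block and 3 with that test. Of 5 named cathepsin genes, 3 were (5 adjusted over the list alone), 0 with that test and 0 with the block in limma. With the block the differences of Ctsk (1.38, adjusted p = 0.095), Ctss (1.71, 0.055) and Trem2 (2.34, 0.056) were larger but did not pass. Adjusted p from the methods' t-test was 0.12, 0.13 and 0.13 for these genes and 0.053 for Fcgr1.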

Pattern 2 transcripts (325 transcripts) showed increased expression in aneurysms and included many genes associated with inflammation including matrix metalloproteinase encoding genes (e.g. *Mmp2*), genes encoding markers of inflammatory cells (*Cd14, Cd68*) and many cytokine and chemokine genes (e.g. *Il1b, Il6, Ccl4, Ccl7, Ccl8, Ccl19, MMP2*) (Table 4 shows a selected list and Additional File 7 a full list). Many of these genes, particularly those related to leukocyte chemotaxis, have previously been identified as upregulated within human AAA biopsies (highlighted in Table 4) [9,10]. Pattern 3 transcripts (17 transcripts) were downregulated in the aortas of mice resistant to aneurysm formation. The difference between pattern 1 and pattern 3 transcripts is that in pattern 1, genes are most highly expressed in the AAA group, whereas pattern 3 genes are, in general, more highly expressed in the saline group. This can be clearly seen on the heatmap (Figure 1) where pattern 1 genes in the AAA group are mainly coloured red compared to red/black in saline group, whereas pattern 3 genes are red/black in the AAA group and red in the saline group. Although the clustering algorithim has separated these groups of genes, we believe that both pattern 1 and pattern 3 genes can be considered "pathogenic". 

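Stxbp2, a regulator of vesicle release in leukocytes and platelets, was lowest in aneurysm resistant aortas (2.73, SD 0.33, n = 7, log2 of signal over array median), against 3.92 (SD 0.34, n = 5) in AAA and 4.12 (SD 0.24, n = 6) in saline controls. The differences were 1.19 for AAA against no AAA (SE 0.17, adjusted p = 0.00027 from limma) and -1.39 for no AAA against saline (SE 0.16, adjusted p = 3.6e-06). Robo4, a guidance receptor of endothelial cells, differed by 1.38 (SE 0.24, adjusted p = 0.00078) and -1.39 (SE 0.23, adjusted p = 0.0001). Plasma glutathione peroxidase (Gpx3) gave 1.38 (SE 0.21, adjusted p = 0.00041) and -1.74 (SE 0.2, adjusted p = 3.4e-06), and the haemoglobin-binding plasma protein haptoglobin (Hp) 1.19 (SE 0.26, adjusted p = 0.0041) and -1.49 (SE 0.25, adjusted p = 0.00013). None of these genes passed between AAA and saline (adjusted p = 0.37, 0.98, 0.19 and 0.4), although Stxbp2 was lower in AAA after quantile normalization (-0.44, adjusted p = 0.039). Of the 10 probes of pattern 3 that were held, 10 were higher in AAA than in no AAA and 10 lower in no AAA than in saline at an adjusted p under 0.05 (medians 1.19 and -1.39), and limma called 0 different between AAA and saline. The study selected them on these arrays, so the counts are not independent evidence. With only 2 named endothelial genes, both were higher in AAA than in no AAA (2 adjusted over the list alone, 2 with BeadChip as a fixed block, 0 with the methods' t-test after adjustment, where Robo4 had an adjusted p of 0.071) and lower in no AAA than in saline (2 adjusted over the list alone).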

Additional File 8 shows transcripts (out of those in pattern 3) that were associated with known genes and were significantly downregulated (2-fold, p < 0.05) with respect to both saline controls and mice that develop aneurysms. Two of these "pathogenic" pattern 3 genes, namely *Apoc1 *(Apolipoprotein C-I) and *Stxbp2 *(syntaxin binding protein 2), have been previously demonstrated to be upregulated within biopsies of human AAA [9]. 

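Dnajb4, a chaperone partner of Hsp70 proteins, was lower in AAA (n = 5) than in aneurysm resistant aortas (n = 7) by -1.46 log2 units (SE 0.29, adjusted p = 0.0019 from limma). It was higher in no AAA than in saline controls (n = 6) by 0.76 (SE 0.27, adjusted p = 0.03). Bmp6, a bone morphogenetic protein, was lower in AAA by -0.95 (SE 0.23, adjusted p = 0.0065) and higher in no AAA than in saline by 1.05 (SE 0.22, adjusted p = 0.0008). Tgfb2, a transforming growth factor beta isoform, was -0.53 lower in AAA (SE 0.16, adjusted p = 0.027) and 1.25 higher in no AAA than in saline (SE 0.15, adjusted p = 6.9e-06). Inhbb, an activin subunit, went the other way between the angiotensin II groups, 0.72 higher in AAA (SE 0.23, adjusted p = 0.03). The 85 transcripts of pattern 4 had a median of -1.12 for AAA against no AAA, -0.52 for AAA against saline and 0.64 for no AAA against saline. At an adjusted p under 0.05, 85 were lower in AAA than in no AAA, 35 lower in AAA than in saline, and 54 higher and 1 lower in no AAA than in saline. The study selected them on these arrays, so the counts are not independent evidence. Of 5 named heat shock genes 4 were lower in AAA than in no AAA (4 adjusted over the list alone, median -1.18). Of 7 named TGF-beta and BMP genes 4 were lower and 2 higher (4 and 2 adjusted over the list alone), and 7 were higher in no AAA than in saline (7 adjusted over the list alone, median 1.05). Limma with BeadChip as a fixed block, like the methods' t-test after adjustment, called 0 named genes of either list different between AAA and no AAA (with the block, Dnajb4 -1.58, adjusted p = 0.088; Bmp6 -0.98, 0.24; Tgfb2 -0.43, 0.45; Inhbb 1.05, 0.19). Single aortas weighed on pattern 4: 39 of the 85 were lower at the study's threshold without AAA 1 and 55 without AAA 3. Dnajb4 did not pass in no AAA against saline after quantile normalization (adjusted p = 0.1) or with the methods' t-test (0.052). On the same arrays 7 of 7 named contractile smooth muscle genes were lower in AAA than in no AAA (median -1.09) and higher in no AAA than in saline (median 1.16). The share of each cell type was not measured, so differences within cells are not told from a change in these shares.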

Pattern 4 transcripts (85 transcripts) were upregulated in mice resistant to aneurysm formation (examples shown in Table 5 and a full list in Additional File 9) and we considered that upregulation of these may be "protective" for aneurysm formation. It is interesting to note that a number of the genes identified in pattern 4 have been previously shown to be downregulated within human AAA biopsies supporting their potential protective role (see Table 5 for examples) [9].

**Table 3:** Maximum aortic diameters of mice exposed to saline or angiotensin II that did or did not develop macroscopic aneurysms used in the microarray experiment (study 2).

**Group**	**Diameter (mm)**				
	
	**Arch**	**Thoracic**	**Suprarenal**	**Infrarenal**	**Average Maximum^#^**
Angiotensin II and aortic aneurysm (n = 5)	1.61 ± 0.18	1.11 ± 0.15	2.06 ± 0.48	0.72 ± 0.18	1.38 ± 0.17

Angiotensin II and no aortic aneurysm (n = 7)	1.34 ± 0.10	0.9 ± 0.10	1.13 ± 0.19	0.65 ± 0.09	1.0 ± 0.07

Saline controls (n = 6)	1.35 ± 0.11	1.16 ± 0.11	0.97 ± 0.08	0.67 ± 0.06	1.0 ± 0.06

Data represent mean values ± standard deviation; #calculated by averaging maximum diameters for all 4 aorta regions in each mouse.

**Table 4:** Examples of genes upregulated in the aortas of mice with aneurysms.

**Gene symbol**	**Gene ID**	**Description; synonym**	**Fold increase cf no AAA**	**P value**	**Fold increase cf saline**	**P value**
**Chemokines/receptors**						

*Cxcl10*	15945	chemokine (C-X-C motif) ligand 10; IP-10	2.766	0.0284	2.487	0.0374

*Cxcl12*	20315	chemokine (C-X-C motif) ligand 12; SDF-1	3.022	0.0121	3.03	0.00358

*Cxcl14*	57266	chemokine (C-X-C motif) ligand 14; MIP-2g	3.812	0.0092	2.801	0.0373

*Ccl2*†	20296	chemokine (C-C motif) ligand 2; MCP-1	2.263	0.021	3.325	0.00493

***Ccl4*†**	20303	chemokine (C-C motif) ligand 4; MIP-1B	4.232	0.0154	7.864	0.00302

*Ccl7*	20306	chemokine (C-C motif) ligand 7; MCP-3	3.183	0.00247	5.009	0.000346

***Ccl8*†**	20307	chemokine (C-C motif) ligand 8; MCP-2	3.12	0.00645	3.911	0.000657

*Ccl19*	24047	chemokine (C-C motif) ligand 19; ELC	2.119	0.00758	2.629	0.00228

*Ccl21a*	65956	chemokine (C-C motif) ligand 21; SLC	3.577	0.000615	2.66	0.0052

*Cx3cr1*	13051	Cx3cr1	2.602	0.00131	3.99	0.000356

*Ccr5*†	12774	CD195	2.224	0.00187	3.358	0.000184

**MMPs**						

***Mmp2*†**	17390	matrix metalloproteinase 2	2.513	0.000969	3.123	0.000609

*Mmp12*	17381	matrix metalloproteinase 12	2.172	0.0232	7.993	0.00031

*Mmp13*	17386	matrix metalloproteinase 13	6.428	0.02	13.62	0.00657

*Mmp14*	17387	matrix metalloproteinase 14	2.345	0.00432	3.99	0.000764

**Cell lineage**						

*Cd14*†	12475	CD14 antigen	2.068	0.00045	2.549	4.29E-05

*Cd68*†	12514	CD68 antigen	2.907	0.00865	5.776	0.00162

*Csf3r*	12986	colony stimulating factor 3 receptor (granulocyte); CD114.	2.627	9.99E-05	2.53	0.00056

*FceR1g*†	14127	Fc receptor, IgE, high affinity I, gamma polypeptide; CD23	2.835	0.0275	3.691	0.0125

*Anpep*	16790	alanyl (membrane) aminopeptidase; CD13	2.216	0.000594	3.312	5.46E-05

**Cytokines and receptors**						

***Il6***†	16193	interleukin 6	2.61	0.0411	3.92	0.0136

*Il1b*†	16176	interleukin 1 beta	3.966	0.0158	5.89	0.00501

**Antigen processing and presentation**						

*Cd74*	16149	Ia-associated invariant chain	2.376	0.00037	2.488	7.03E-05

*H2-Ab1*†	14961	histocompatibility 2, class II antigen A, beta 1	2.799	0.000852	3.108	5.10E-06

Shown are genes which were significantly up-regulated (2-fold, uncorrected p value < 0.05 calculated with unpaired t-test) within the aortas of mice with AAAs by comparison to both mice that received angiotensin II and did not develop AAAs and also saline control mice. 

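Antigen presentation genes separated AAA (n = 5) from both other groups (n = 7 no AAA, n = 6 saline). Cd74, the class II chaperone, was 1.3 log2 units higher than in no AAA (SE 0.26, adjusted p = 0.0018 from limma) and 1.35 higher than in saline (SE 0.26, adjusted p = 0.00053) on its brighter probe. H2-Ab1, a class II beta chain, was higher by 1.4 (SE 0.28, adjusted p = 0.0021) and 1.19 (SE 0.29, adjusted p = 0.0032) on its brighter probe, and by 1.48 (SE 0.26, adjusted p = 0.00083) and 1.64 (SE 0.27, adjusted p = 0.0001) on the other. The inflammatory cytokine gene Il1b was higher by 1.99 (SE 0.45, adjusted p = 0.0046) and 2.56 (SE 0.47, adjusted p = 0.00027; detected on 4 of 6 saline arrays), and the shared Fc receptor chain gene Fcer1g by 1.5 (SE 0.38, adjusted p = 0.0087) and 1.88 (SE 0.39, adjusted p = 0.00082). The membrane-bound metalloproteinase gene Mmp14 gained 1.23 (SE 0.18, adjusted p = 0.00031) and 2.0 (SE 0.18, adjusted p = 1.1e-06). Macrophage elastase (Mmp12) was 3.0 higher than in saline (SE 0.41, adjusted p = 1.7e-05) and did not pass against no AAA (1.12, SE 0.4, adjusted p = 0.053). Timp1, an inhibitor of metalloproteinases, was higher than in no AAA by 1.42 (SE 0.41, adjusted p = 0.02). Of 8 named class II and dendritic cell genes 8 were higher than in no AAA and 8 than in saline (8 and 8 adjusted over the list alone), and than in no AAA 7 with BeadChip as a fixed block and 4 with the methods' t-test after adjustment. Of 7 named metalloproteinase genes 5 were higher than in no AAA (7 adjusted over the list alone), 2 with the block and 1 with that test. Blocking on BeadChip gave differences from no AAA at least as large for Il1b (2.52, adjusted p = 0.089), Mmp14 (1.29, 0.062) and Timp1 (2.46, 0.069), although none passed. Nor did these genes pass with the methods' t-test after adjustment (0.11, 0.066 and 0.18), or Fcer1g (0.15). Timp1 did not pass against no AAA without AAA 1 or without AAA 3.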

Genes were selected from the full list of differentially expressed genes (shown in Additional Files 3 and 4) based on their upregulation in both comparisons, likely functional importance and previous association with human AAA. Transcripts associated with no recognised gene are not included. Genes highlighted with † have previously been identified as associated with human AAA in a whole genome expression study or other human AAA studies [9,10]. Genes highlighted in bold were selected for validation by real time PCR (see Table 6). Cf: compared to; ns: not significant

**Table 5:** Examples of genes upregulated in the aortas of mice exposed to angiotensin II which did not develop aneurysms. These genes are potentially protective against AAA.

**Gene symbol**	**Gene ID**	**Description**	**Fold increase cf AAA**	**P value**	**Fold increase cf saline**	**P value**
*Cald1*†	*109624*	caldesmon 1	2.053388	0.000625	2.379	5.64E-06

*Acta2*†	*11475*	actin, alpha 2, smooth muscle, aorta	2.178649	0.0284	2.536	1.84E-06

*Sost*†	*74499*	sclerostin	2.659574	0.0118	2.167	9.01E-06

*Kcnmb1*†	*16533*	potassium large conductance calcium-activated channel, subfamily M, beta member 1.	2.004008	0.0129	2.262	7.45E-07

*Dstn*†	*56431*	destrin	2.169197	0.00498	2.242	6.70E-06

*Timp4*†	*110595*	tissue inhibitor of metalloproteinase 4	2	1.99E-05	ns	ns

*Pdlim3*†	*53318*	PDZ and LIM domain 3	2.12766	0.00386	ns	ns

*Rgs17*†	*56533*	regulator of G-protein signaling 17	2.439024	0.00106	ns	ns

*Hspa1l*	*15482*	heat shock protein 1-like	2.020202	0.00844	ns	ns

*Gabra3*	*14396*	gamma-aminobutyric acid (GABA-A) receptor, subunit alpha 3	2.028398	0.00482	ns	ns

*Btc*†	*12223*	betacellulin, epidermal growth factor family member	2.314815	0.0412	ns	ns

*Fbxo30*	*71865*	F-box protein 30	2.325581	0.000911	ns	ns

*Hspa1*†*a*	*193740*	heat shock protein 1A	2.262443	0.00944	ns	ns

*Mtap1b*†	*17755*	microtubule-associated protein 1B	2.252252	0.0363	ns	ns

*Xirp1*	*22437*	cardiomyopathy associated 1	2.155172	0.0165	ns	ns

*Klk10*	*69540*	Kallikrein 10	2.136752	7.42E-05	ns	ns

*Slc22a1*†	*20517*	solute carrier family 22 (organic cation transporter), member 1	2.873563	0.000794	ns	ns

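Kcnmb1, the beta subunit of the calcium-activated potassium channel of smooth muscle, was lower in AAA (4.03, SD 0.55, n = 5, log2 of signal over array median) than in aneurysm resistant aortas (5.03, SD 0.19, n = 7) by -1.0 (SE 0.18, adjusted p = 0.001 from limma). Pdlim3, an actinin-binding protein, differed by -1.09 (SE 0.16, adjusted p = 0.0004) and was 1.07 higher in no AAA than in saline (n = 6; SE 0.16, adjusted p = 3.5e-05). Timp4, an inhibitor of metalloproteinases, was lower in AAA than in no AAA (-1.0, SE 0.15, adjusted p = 0.00036) and than in saline (-1.3, SE 0.15, adjusted p = 5.4e-06), while no AAA against saline did not pass (-0.3, adjusted p = 0.088) but did after quantile normalization (-0.49, adjusted p = 0.01). Rgs17, which ends signals of G protein-coupled receptors, was also lower in AAA than in no AAA and saline, at -1.29 (SE 0.23, adjusted p = 0.00094) and -0.81 (SE 0.24, adjusted p = 0.011). Of the named inhibitors of metalloproteinases, 1 was higher and 1 lower in AAA than in no AAA (1 and 1 adjusted over the list alone). The higher one did not pass with the methods' t-test after adjustment. Once BeadChip entered as a fixed block, Kcnmb1 (-1.15, adjusted p = 0.079) and Rgs17 (-1.65, 0.06) differed by more but did not pass, while Pdlim3 (adjusted p = 0.038) and Timp4 (0.017) did. The calls of Kcnmb1 and Pdlim3 also ended with the methods' t-test after adjustment (0.1 and 0.064).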

Shown are examples of genes which were significantly up-regulated (2-fold, uncorrected p value < 0.05 calculated with unpaired t-test) within the aortas of mice that received angiotensin II and did not develop AAAs by comparison to mice which developed AAAs. Also shown is comparison with findings from the aortas of saline control mice. Genes were selected from the full list of differentially expressed genes (shown in Additional File 9) based on their likely functional importance and previous association with human AAA. Genes highlighted with † have previously been identified as down-regulated within human AAA in a whole genome expression study [9]. Cf: compared to; ns: not significant.

**Figure 1:**
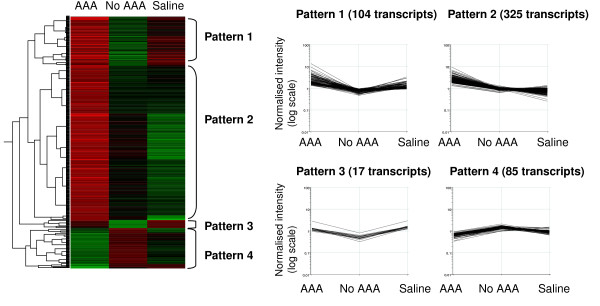
**Heatmap of 531 genes differentially expressed in the aortas of angiotensin II treated mice that developed aneurysms (n = 5) versus those that did not develop aneurysms (n = 7)**. A complete list of the genes used for this analysis is provided in Additional File 3. Expression in the saline controls (n = 6) for each of these genes is also shown. Each line in the heatmap represents a gene with mean upregulated *(red) *or downregulated *(green) *expression for the three groups. Black colour denotes no change in expression. Different patterns of gene expression are indicated as Patterns 1–4 and associated gene lists are provided in Additional Files 6, 7, 8 and 9 and Table 4. A Volcano plot (two fold change, p < 0.05) comparing the aneurysm group with aneurysm resistant group was used to select genes for this analysis.

Based on previous studies demonstrating the importance of inflammation in AAA we selected a number of inflammation associated markers to validate which were differentially expressed between aortic aneurysms and control aortas [9]. Initially we confirmed the up-regulation of *Il6*, *Ccl4*, *Ccl8 *and *MMP2 *within aortic aneurysms using real time PCR (Table 6). These genes were highly upregulated in aortic aneurysms by comparison to aortas from both control groups in microarray studies and real time PCR (see Tables 4 and 6). 

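On the arrays Ccl4, a chemokine for monocytes and T cells, stood at 4.05 (SD 1.22, n = 5, log2 of signal over array median) in AAA, 1.96 (SD 0.54, n = 7) in no AAA and 1.07 (SD 0.62, n = 6) in saline aortas. It was 2.08 higher than in no AAA (SE 0.42, adjusted p = 0.002 from limma) and 2.97 higher than in saline (SE 0.43, adjusted p = 3.1e-05). Ccl8, a monocyte chemokine, was higher by 1.64 (SE 0.41, adjusted p = 0.0081) and 1.97 (SE 0.42, adjusted p = 0.0011). The cytokine gene Il6 was 1.38 higher than in no AAA (SE 0.34, adjusted p = 0.0082) and at least 2.7-fold higher than in saline. It was detected on 3 of 7 no AAA and 0 of 6 saline arrays. The adjusted p of Il6 against saline (0.00024 from limma) tests the measured signals and not this bound. Mmp2, a gelatinase of mesenchymal cells, was higher by 1.33 (SE 0.19, adjusted p = 0.00031) and 1.64 (SE 0.2, adjusted p = 6.2e-06). Only Mmp2 kept AAA and no AAA arrays apart without overlap. In no AAA against saline none of these genes passed (adjusted p = 0.072 for Ccl4, 0.51 for Ccl8, 0.15 for Il6 and 0.17 for Mmp2). A fit of these groups alone called Ccl4 (adjusted p = 0.014) and Il6 (0.024) higher in no AAA. In the paper's real time PCR the no AAA median was above the saline median for each of these genes. The paper prints no p value for that comparison. Il6 did not pass between AAA and no AAA with BeadChip as a fixed block (1.83), while the Ccl8 difference was 3.7 in that fit. The fit rests on no AAA 7, whose Ccl8 value (1.29) lay below those of the other no AAA arrays (3.24 to 4.63). With the methods' t-test after adjustment Ccl4 (0.11), Ccl8 (0.077) and Il6 (0.18) did not pass, whereas Ccl4 did between no AAA and saline (0.046).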

We also confirmed the differential expression of the *Tnfrsf11b *(osteoprotegerin) and *Tgfb1 *(TGF-b1) genes across the three groups translated to differences in protein expression using samples from study 3. We measured the concentration of OPG and TGFb-1 in the suprarenal segments of angiotensin II treated mice that developed AAA (mean maximum diameter 2.67 ± 0.24, n = 9) and those that did not (mean maximum diameter 1.26 ± 0.25, n = 9, p < 0.01) and found that both proteins were expressed at higher concentrations in aortas of mice with aneurysms, p < 0.05 (Figure 2A). Using immunohistochemistry we demonstrated that OPG was found within the medial layers and remodeled adventitia of aortas with aneurysm, whereas little was detected in aneurysm-resistant aortas or saline controls (Figure 2B).

**Table 6:** Validation of genes up-regulated in AAA by real time PCR.

**Gene symbol**	**Gene ID**	**Description; synonym**	**Relative expression in AAA**	**Relative expression in no AAA**	**Relative expression in saline control**	**P value AAA v no AAA**	**P value AAA v saline control**
*Ccl4*†	20303	chemokine (C-C motif) ligand 4; MIP-1B	52.71 (19.80–133.40)	5.55 (4.87–9.91)	1.40 (0.84–2.49)	0.009	0.004

*Ccl8*†	20307	chemokine (C-C motif) ligand 8; MCP-2	8.84 (5.94–12.25)	1.66 (1.27–2.73)	0.84 (0.55–1.18)	0.009	0.004

*Mmp2*†	17390	matrix metalloproteinase 2	4.58 (3.80–11.00)	2.30 (1.50–3.17)	0.97 (0.81–1.06)	0.004	0.004

*Il6*†	16193	interleukin 6	70.87 (14.40–184.59)	9.49 (2.54–16.83)	0.46 (0.17–1.26)	0.030	0.004

Shown are median (inter-quartile range) of relative gene expression (compared to house-keeping gene) in whole aortas used in the micro-array studies removed from mice exposed to angiotensin II that developed AAAs (n = 5) or no AAA (n = 7) or saline controls (n = 6).

**Figure 2:**
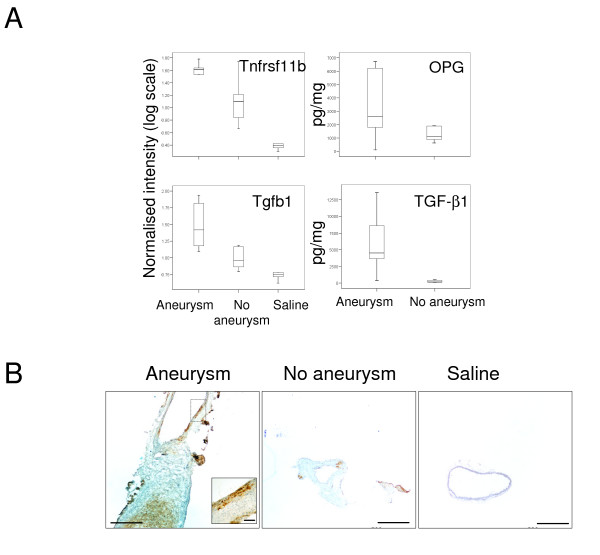
**Verification of microarray data for two genes in which aortic expression was related to aneurysm formation**. A) ELISA for aortic osteoprotegerin and transforming growth factor beta-1 (right panel) confirmed microarray expression data (left panel). Gene expression data are presented as boxplots of normalised intensity for *Tnfsf11b *(OPG) and *Tgfb1 *(TGFb-1) for each group (aneurysmal mice n = 5, non-aneurysmal mice n = 7, saline controls n = 6). ELISA data from suprarenal AAAs (n = 9) and suprarenal aortas without AAA (n = 9) of ApoE^-/- ^mice infused with angiotensin II. B) Immunohistochemistry confirms OPG localisation to aortic media (inset) and thrombus in suprarenal aortas with aneurysm. Aneurysm resistant and saline control aortas showed minimal OPG staining. Scale bars represent 500 μm, except inset where bar represents 50 μm.

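Tnfrsf11b, the gene of the decoy receptor osteoprotegerin, stood at 5.41 (SD 0.22, n = 5, log2 of signal over array median) in AAA aortas, 4.84 (SD 0.47, n = 7) in no AAA and 3.45 (SD 0.27, n = 6) in saline controls. Relative to saline it was raised with AAA (1.97, SE 0.2, adjusted p = 1.6e-06 from limma) and without (1.4, SE 0.18, adjusted p = 1.2e-05), with no overlap of the arrays in either comparison. The step between the angiotensin II groups was smaller (0.57, SE 0.19, adjusted p = 0.042), and some arrays of these groups overlapped. For this step several settings ended the call: 75th percentile scaling (adjusted p = 0.062), normexp background correction (0.053), no filter on dim probes (0.083), a fit of the 2 groups alone (0.073), and BeadChip as a random block (0.082) or a fixed block (0.45, adjusted p = 0.49), and the methods' t-test after adjustment (0.13). No probe was named Tgfb1 here, so that gene was not analysed here.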

### Investigation of known functional KEGG pathways related to the differentially expressed genes

KEGG pathway analysis of transcripts upregulated in the AAA group compared to the no AAA group using Webgestalt, revealed that of the 302 known genes in the input list, 116 of these could be assigned to one or more KEGG pathways (Additional File 10). This pathway analysis revealed a significant enrichment for genes involved in leukocyte recruitment, transendothelial migration and B lymphocyte receptor signalling and identified a number of cell lineage specific genes associated with aneurysm (Table 7). 

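Vav1, a signalling adaptor of lymphocytes and myeloid cells, was 1.37 log2 units higher in AAA (n = 5) than in aneurysm resistant aortas (n = 7; SE 0.23, adjusted p = 0.00076 from limma). The B cell and myeloid kinase gene Btk was higher by 1.54 (SE 0.24, adjusted p = 0.00044), and Klrd1, a natural killer cell receptor, by 1.28 (SE 0.24, adjusted p = 0.0014). Cd79b, part of the B cell receptor, did not pass (1.21, SE 0.44, adjusted p = 0.058), although all AAA arrays lay above all no AAA arrays. It passed without saline 2, and with BeadChip as a fixed block, a fit that holds no saline array. Ptpn11, a phosphatase listed with the leukocyte migration genes, was lower in AAA (-1.04, SE 0.24, adjusted p = 0.0053; -1.12, 0.2 with the block; 0.17 with the methods' t-test). Vav1 did not pass with that test either (0.056). The 10 groups of Table 7 hold 75 genes, of which 72 had a named, tested probe. Higher in AAA were 26 of 26 cytokine-cytokine receptor genes, 14 of 15 leukocyte transendothelial migration genes, 11 of 11 focal adhesion genes, 9 of 10 B cell receptor genes, 10 of 10 natural killer cytotoxicity genes and 9 of 10 hematopoietic lineage genes. All 8 Jak-STAT, 8 ECM-receptor, 7 Toll-like receptor and 7 cell adhesion genes were higher too. Each count was the same or larger by at most 1 when adjusted over the list alone. With the block, 18, 13, 7, 8, 8, 7, 6, 5, 4 and 7 genes of these groups were higher, in the order given. Of the 72 genes, 28 were higher with the methods' t-test after adjustment, and 3 with its floor and no filter as well. The study chose these genes on the same arrays, so the counts are not independent evidence of enrichment. Among 4 named T and NK cell genes of a separate list, 3 were higher (4 adjusted over the list alone, 4 with the block).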

Chemokine genes upregulated in aneurysms included Ccl21 and Ccl19 (which attract T cells and dendritic cells), Ccl7 (attracts monocytes), Cxcl9 (attracts T cells), Cxcl12 (attracts lymphocytes) and Cxcl5 (attracts neutrophils), suggesting that all these inflammatory cell types are recruited to mouse aortic aneurysms. 

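Ccl21a, which draws T cells and dendritic cells through Ccr7, rose from 3.7 (SD 0.82, n = 7, log2 of signal over array median) in no AAA to 5.52 (SD 0.42, n = 5) in AAA, a difference of 1.82 (SE 0.38, adjusted p = 0.0025 from limma). Ccl19, the other ligand of that receptor, was higher by 1.08 (SE 0.25, adjusted p = 0.0048). Ccl7, a monocyte chemokine, was higher by 1.67 (SE 0.33, adjusted p = 0.0018), the interferon-induced T cell chemokine gene Cxcl9 by 1.64 (SE 0.18, adjusted p = 7.7e-05), and the Cxcr4 ligand gene Cxcl12 by 1.6 (SE 0.28, adjusted p = 0.00091). Cxcl14, a chemokine of epithelium and fibroblasts, gained 1.93 (SE 0.3, adjusted p = 0.00045; detected on 4 of 7 no AAA arrays) and Ccl2, which recruits monocytes, 1.18 (SE 0.28, adjusted p = 0.0064). Cxcl10, a relative of Cxcl9, was not well above background on any no AAA array and was at least 2.22-fold higher in AAA. Its adjusted p (0.0034 from limma) tests the measured signals and not this bound. Saline controls (n = 6) separated these genes. AAA exceeded saline for Ccl7 (2.32, SE 0.34, adjusted p = 3.3e-05) and Ccl2 (1.73, SE 0.29, adjusted p = 0.00012; detected on 4 of 6 saline arrays) but not for Cxcl9 (0.35, SE 0.19, adjusted p = 0.15), which was lower in no AAA than in saline (-1.3, SE 0.17, adjusted p = 1.6e-05). The Cxcl5 probe was detected on 4 of 5 AAA arrays and on 0 of the others, and was not tested with the other probes. With no filter on dim probes its measured signals were 1.02 log2 units higher in AAA than in no AAA (SE 0.2, adjusted p = 0.0034 from limma). The lower bound for this difference was 1.34-fold and was not tested itself. Of 23 named chemokine and receptor genes 22 were higher in AAA than in no AAA (23 adjusted over the list alone, median 1.32). Against saline 20 were higher in AAA (20 adjusted over the list alone), and 6 were higher and 2 lower in no AAA (6 and 2 adjusted over the list alone). The methods' t-test after adjustment left 4 of these 23 higher in AAA than in no AAA, without Ccl19 (adjusted p = 0.082), Ccl7 (0.054), Cxcl12 (0.1), Cxcl14 (0.09), Ccl2 (0.13) and Cxcl10 (0.15), and array weights gave 11 higher in no AAA than in saline. With BeadChip as a fixed block the list's median rose to 1.89 and 13 of the 23 passed, while Ccl2 (1.93, adjusted p = 0.052) and Cxcl10 (0.11) did not pass. The Ccl21a difference doubled to 3.65 (adjusted p = 0.00011), since no AAA 7 was its lowest array.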

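Cd72, a coreceptor of B cells, rose from 2.86 (SD 0.53, n = 7, log2 of signal over array median) in aneurysm resistant aortas to 4.84 (SD 0.85, n = 5) in AAA aortas, by 1.98 (SE 0.35, adjusted p = 0.00091 from limma), and was 3.06 above saline controls (n = 6; SE 0.36, adjusted p = 5.6e-06). Cd14, the lipopolysaccharide coreceptor of monocytes, was 1.05 higher in AAA than in no AAA (SE 0.18, adjusted p = 0.00079) and 1.35 higher than in saline (SE 0.19, adjusted p = 2.1e-05). Ighm, the constant region of IgM, was 2.0 higher in AAA than in no AAA (SE 0.66, adjusted p = 0.04) and did not pass against saline (adjusted p = 0.38; 0.038 without saline 2), where it varied most (SD 1.92). The neutrophil genes Retnlg and S100a8, which encode a resistin-like protein and a calcium-binding alarmin, were higher in AAA than in no AAA by 1.46 (SE 0.33, adjusted p = 0.0047) and 1.69 (SE 0.58, adjusted p = 0.049) and did not pass against saline (adjusted p = 0.091 and 0.4), although Retnlg did without saline 2 (0.046). Of 6 named B cell and plasma cell genes 5 were higher in AAA than in no AAA (6 adjusted over the list alone, median 1.61, 5 with BeadChip as a fixed block, 2 with the methods' t-test after adjustment) and 3 higher in AAA than in saline (3 adjusted over the list alone). Of 4 named neutrophil genes, 3 were higher in AAA than in no AAA (4 adjusted over the list alone, 4 with the block, 1 with that test) and 1 higher in AAA than in saline (1 adjusted over the list alone). The mast cell list had 0 named probes and was not analysed here. That test also ended the calls between the angiotensin II groups of Cd72 (adjusted p = 0.062), Retnlg (0.069), Ighm (0.1) and S100a8 (0.13). The Ighm and S100a8 calls between the angiotensin II groups were lost when any of several single arrays was left out, AAA 1 among them.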

Genes that can be considered as markers for the following cell types were upregulated in aneurysms (Additional Files 5 and 6): neutrophils (Csf3r); T lymphocytes (Cd3d) and B lymphocytes (Blnk, Cd72, various immunoglobulin genes); and monocyte/macrophages (Cd14, Cd68). We used IHC to confirm the recruitment of neutrophils, T and B lymphocytes, dendritic cells and monocyte/macrophages to aneurysmal but not aneurysm-resistant aortas (Figure 3).

**Table 7:** Top 10 KEGG pathways enriched in mouse aortic aneurysms.

**Pathway (KEGG linked)**	**Total genes in pathway**	**Number genes upregulated in pathway in AAA v no AAA**	**Representative Genes (Entrez Gene ID)**	P value*
Cytokine-cytokine receptor interaction	249	28	Cxcl5 (20311), Cxcl9 (17329), Cxcl10 (15945), Cxcl12 (20315), Cxcl13 (55985), Cxcl16 (66102), Cxcl14 (57266), Xcl1(16963), Cx3cr1 (13051), Cxcr4 (12767), Ccl19(24047), Ccl21a (20298), Ccl21b (18829), Ccl2 (20296), Ccl12 (20293), Ccl4 (20303), Ccl7 (20306), Ccl5 (20304), Ccl8 (20307), Ccr5 (12774), Il6 (16193), Csf3r (12986), Csf2rb2 (12984), Il7r (16197), Il2rg (16186), Il10ra (16154), Tnfrsf13b (57916), Il1b (16176)	*8.70e-26*

Leukocyte transendothelial migration	115	15	Cldn11 (18417), Mmp2 (17390), Mmp9 (17395), Ptpn11, Cybb (13058), Ncf2 (17970), Ncf4 (17972), Thy1 (21838), Cxcl12 (20315), Cxcr4 (12767), Rac2 (19354), Vav1 (22324), Ptk2b(19229), Cxcl13 (55985), Cxcl14 (57266)	*4.20e-15*

Focal adhesion	194	11	Col3a1 (12825), Col1a1 (12842), Comp (12845), Reln (19699), Thbs1 (21825), Thbs2 (21826), Igf1 (16000), Igf1r (16000), Vav1 (22324), Rac2 (19354), Itga11(319480), Itga6 (16403)	*1.22e-7*

B cell receptor signaling pathway	69	10	Cd72(12517), Cd79b (15985), Fcgr2b (14130), Inpp5d(16331), Btk (12229), Blnk (17060), Vav1(22324), Rac2(19354), Rasgrp3(240168), Ifitm1(68713)	*3.75e-11*

Natural killer cell mediated cytotoxicity	129	10	Hcst (23900), Klrd1 (16643), Fcgr3(14131), Fcer1g (14127), Tyrobp (22177, Ptk2b (19229), Vav1 (22324), Lcp2(16822), Cd48 (12506), Rac2 (19354)	*8.70e-9*

Hematopoietic cell lineage	86	10	H2-Eb1(14969), Il7r (16197), Cd3d (12500), Fcgr1(14129), Anpep (16790), Il6 (16193), Il1b(16176), Csf3r (12986), Itga6(16403), Cd14(12475)	*3.24e-10*

Jak-STAT signaling pathway	155	8	Il6(16193), Csfrb2(12984), Csf3r(12986), Il10ra(16154), Il2rg(16186), Il7r(16197), Jak3 (16453), Socs3(12702)	*1.18e-6*

ECM-receptor interaction	81	8	Reln(19699), Itga11(319480), Itga6(16403), Col3a1(12825), Col1a1(12842), Thbs1(21825), Thbs2(21826), Sdc3(20970)	*1.43e-7*

Toll-like receptor signaling pathway	101	7	Cd14(12475), Il6 (16193), Il1b(16176), Ccl5(20304), Ccl4(20303), Cxcl10(15945), Cxcl9(17329),	*3.52e-6*

Cell adhesion molecules (CAMs)	158	7	H2-Ab1(14961), H2-Eb1(14969), H2-DMb1(14999), Selpl (20345), Sdc3(20970), Itga6(16403), Cldn11(18417)	4.42e-5

Pathways were identified using WebGestalt by comparison of differentially expressed genes in the aortas of mice that did and did not develop aneurysms following angiotensin II infusion. Transcripts with >2 fold increase in expression in AAA compared to no AAA and p < 0.05 were submitted for pathway analysis. Pathways are linked to the KEGG website  and genes are linked to gene information. P value indicates the uncorrected significance of enrichment calculated from the hypergeometric test.

**Figure 3:**
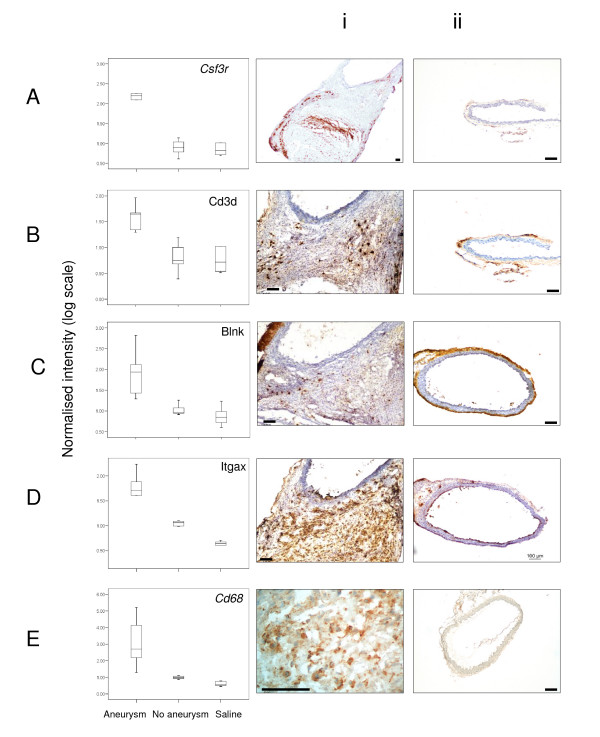
**Immunohistochemistry demonstrating inflammatory cells in the suprarenal aorta of mice with aneurysms demonstrating functional confirmation of microarray expression data**. Boxplots show normalised expression of genes that are markers of various haematopoietic cell lineages; *Csf3r *(neutrophils), *Cd3d *(T lymphocytes), *Blnk *(B lymphocytes), *Itgax *(dendritic cells) and *Cd68 *(monocyte/macrophages) from aneurysmal (n = 5), non-aneurysmal (n = 7) and saline control (n = 6) mice. Shown are sections stained for (A) neutrophils, (B) T lymphocytes (C) B lymphocytes (D) dendritic cells (E), macrophages in mice with aneurysms (i) and those without aortic dilatation (ii). Scale bars represent 100 μm.

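Csf3r, the receptor for granulocyte colony-stimulating factor on neutrophils, was higher in AAA (1.72, SD 0.35, n = 5, log2 of signal over array median) than in no AAA (0.33, SD 0.33, n = 7) and saline aortas (0.38, SD 0.49, n = 6), where 5 of 7 and 3 of 6 arrays detected it. Blnk, an adaptor of B cell receptor signalling, was also highest in AAA (4.04, SD 0.57), with 2.8 (SD 0.22) in no AAA and 2.39 (SD 0.51) in saline. The macrophage lysosomal gene Cd68 was 1.54 higher than in no AAA (SE 0.27, adjusted p = 0.00087 from limma) and 0.72 higher in no AAA than in saline (SE 0.26, adjusted p = 0.029), a step that did not pass after quantile normalization. Itgax, the integrin CD11c of dendritic cells and macrophages, rose at both steps: by 0.64 between no AAA and AAA (SE 0.16, adjusted p = 0.0071) and by 0.74 between saline, where 3 of 6 arrays detected it, and no AAA (SE 0.15, adjusted p = 0.00059). Cd3d, a chain of the T cell receptor complex, was 1.02 higher in AAA than in no AAA without overlap of the arrays, yet did not pass (SE 0.38, adjusted p = 0.069). It passed without saline 2 (adjusted p = 0.0047), the array with the highest Cd3d value of all 18. It also passed with BeadChip as a fixed block, but that fit holds no saline array, so saline 2 is absent there too. In two-sided exact permutation tests of these genes alone (10 tests), the adjusted p for AAA against no AAA was 0.0061 for Csf3r, Cd3d and Blnk (raw 0.0025), 0.014 for Itgax (raw 0.013) and 0.0064 for Cd68 (raw 0.0051). Against saline it was 0.0061 for each gene (raw 0.0043) except Cd3d (0.16, raw 0.16). Since the study chose these genes on the same arrays, the tests are not independent evidence. With BeadChip as a fixed block Itgax (0.62, adjusted p = 0.25) and Blnk (1.4, 0.051) differed between AAA and no AAA by about as much but did not pass. When the methods' t-test was adjusted over all tested probes, Cd68 (0.087), Itgax (0.14) and Blnk (0.075) did not pass between these groups.

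**Figure D1:**
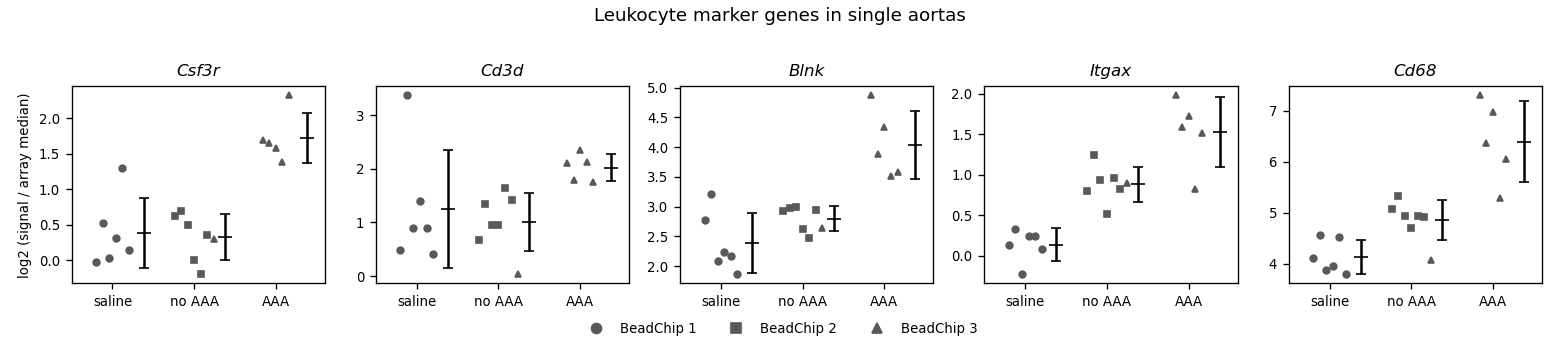
Log2 of signal over array median of leukocyte marker genes in single saline (n = 6), no AAA (n = 7) and AAA (n = 5) aortas. Circles, squares and triangles mark BeadChips 1, 2 and 3, and dashes with bars give mean and SD.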

## Discussion

Mouse models of human diseases are potentially important tools with which to investigate mechanisms involved in the pathology and identify new treatments. Currently a number of animal models of human AAA are available [4]. Many of these models require significant interventions such as exposing the aorta and subsequently infusing or painting elastolytic solution on a segment of the artery to induce weakening and inflammation. Currently the angiotensin II infusion model is most commonly used, possibly due to the relatively ease with which aneurysms are produced and the lack of requirement for what might be considered artificial manipulation of the aorta. To our knowledge this is the first study to examine whole genome expression in relation to aneurysm formation within this model. Our findings demonstrate that aneurysms forming in ApoE^-/- ^mice have marked influx by a range of inflammatory cells and upregulation of cytokines which have all been previously demonstrated in human AAA [8,9,13-17]. These findings confirm those from more selective previous studies within this model [5-7,18-22]. Importantly they suggest the value of this model for investigating the inflammatory and cytokine aspects of human AAA. We also demonstrated the upregulation of a range of chemokines, cytokines and proteolytic enzymes, such as Ccl4, Ccl8, Il6 and Mmp2 which have been previously implicated in human AAA [9,10,23,24]. The upregulation of the latter genes in AAAs was validated using real time PCR. We identified genes up or downregulated in the aortas of mice resistant to aneurysm formation suggesting potentially protective and pathological roles of these genes respectively in AAA. Sclerostin expression is decreased within human AAA biopsies compared to controls, however the significance of this finding is unclear [9]. We found increased expression of the sclerostin gene (Sost) in the aortas of mice resistant to aneurysm formation compared to both mice with aneurysms and saline controls, suggesting that sclerostin may play a role in inhibiting aortic dilatation. 

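Sost stood at 3.42 (SD 0.24, n = 7, log2 of signal over array median) in aneurysm resistant aortas, 2.01 (SD 0.76, n = 5) in AAA and 2.3 (SD 0.26, n = 6) in saline controls. AAA aortas were -1.41 below no AAA aortas (SE 0.24, adjusted p = 0.00068 from limma), and no AAA aortas 1.12 above saline (SE 0.22, adjusted p = 0.00065), with every no AAA array above every array of the other groups. AAA against saline did not pass in this Wnt and BMP antagonist gene (-0.3, SE 0.24, adjusted p = 0.35). Blocked on BeadChip, the difference between the angiotensin II groups was -1.15 and did not pass (adjusted p = 0.16), nor did it with the methods' t-test after adjustment (0.1).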

The ability of sclerostin to antagonise transforming growth factor beta, which has been linked to aortic aneurysm development, could be of significance in an aortic protection role for this gene [25]. 

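Smooth muscle alpha-actin RNA (Acta2) was 5.04 (SD 0.2, n = 7, log2 of signal over array median) in aneurysm resistant aortas, 3.92 (SD 0.76, n = 5) in AAA and 3.7 (SD 0.26, n = 6) in saline aortas. Resistant aortas exceeded saline by 1.34 (SE 0.22, adjusted p = 0.00011 from limma), and AAA fell short of resistant aortas by -1.12 (SE 0.23, adjusted p = 0.0026). Between AAA and saline Acta2 did not pass (0.22, SE 0.24, adjusted p = 0.5), although it did without AAA 1 (0.51, adjusted p = 0.027). The AAA arrays were spread more widely than either other group. With BeadChip as a fixed block the difference between AAA and no AAA was -1.21 and did not pass (adjusted p = 0.14). The same call ended with the methods' t-test after adjustment (0.15).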

Acta2 (vascular smooth muscle actin) expression was increased in aortas resistant to aneurysm formation compared to other groups. Acta2 encodes the single most abundant protein in vascular smooth muscle cells, and mutations in the human gene are associated with ascending thoracic aortic aneurysms and dissections [26]. Increased expression of Acta2 and other genes encoding smooth muscle cell proteins (Cald1, Dstn), in aortas protected from aneurysm, highlight the importance of vascular smooth muscle cells in maintaining vascular integrity. 

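Cald1, which encodes the actin- and myosin-binding regulator caldesmon, was lower in AAA (3.52, SD 0.34, n = 5, log2 of signal over array median) than in aneurysm resistant aortas (4.55, SD 0.3, n = 7), by -1.04 (SE 0.15, adjusted p = 0.00033 from limma), and 1.25 higher in resistant aortas than in saline (n = 6; SE 0.14, adjusted p = 3.8e-06). Dstn, an actin-severing factor, differed by -1.12 (SE 0.17, adjusted p = 0.00041) and 1.16 (SE 0.16, adjusted p = 2.3e-05). Neither gene passed between AAA and saline (adjusted p = 0.3 and 0.85). Of 29 genes in a contractile smooth muscle list, 7 had a named probe. The study had listed each of these as different, so the counts that follow are not independent evidence. The rest of the list was not examined. All 7 named genes were lower in AAA than in no AAA (7 adjusted over the list alone, median -1.09) and higher in no AAA than in saline (7 adjusted over the list alone, median 1.16). Between AAA and saline limma called 0 of them different (0 adjusted over the list alone, median 0.05), and 1 lower after quantile normalization (median -0.12). On the same arrays 19 of 20 macrophage and 8 of 8 class II and dendritic cell genes were higher in AAA than in no AAA (20 and 8 adjusted over the list alone, medians 1.16 and 1.06). In no AAA against saline 17 of 19 white fat and 11 of 11 brown fat genes were lower (medians -1.79 and -2.7). The share of each cell type was not measured. In either comparison a difference within smooth muscle cells is therefore not told from a different share of them. The methods' t-test after adjustment left 1 of the 7 lower in AAA than in no AAA, without Dstn (adjusted p = 0.069). In the fit blocked on BeadChip, 3 of the 7 were lower in AAA than in no AAA, Cald1 (adjusted p = 0.037) and Dstn (0.049) among them.

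**Figure D2:**
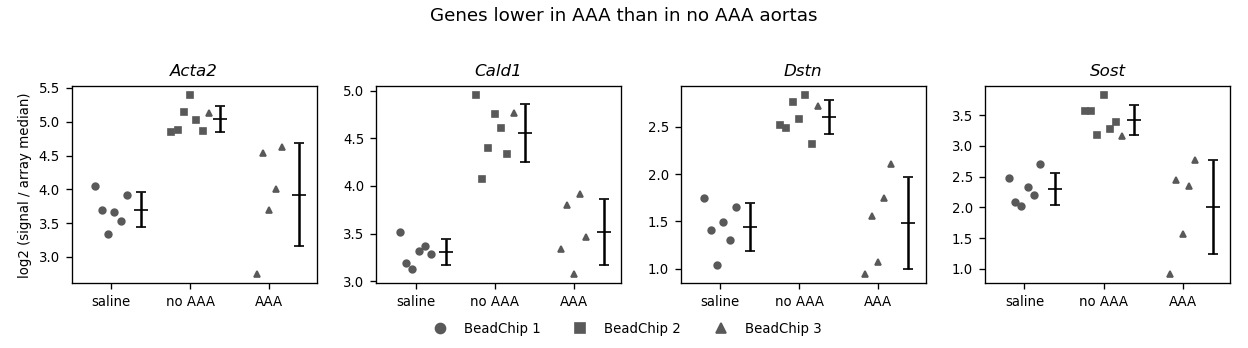
Log2 of signal over array median of Acta2, Cald1, Dstn and Sost in single saline (n = 6), no AAA (n = 7) and AAA (n = 5) aortas. Circles, squares and triangles mark BeadChips 1, 2 and 3, and dashes with bars give mean and SD.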

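Kng1, the gene of kininogen, precursor of bradykinin, was 2.54 (SD 0.56, n = 7, log2 of signal over array median) in aneurysm resistant aortas, 4.58 (SD 0.73, n = 5) in AAA and 4.6 (SD 0.36, n = 6) in saline aortas. It was 2.04 higher in AAA than in no AAA (SE 0.29, adjusted p = 0.00031 from limma) and -2.07 lower in no AAA than in saline (SE 0.28, adjusted p = 1.6e-05). Apoc1, a lipoprotein component, gave 1.77 (SE 0.35, adjusted p = 0.002) and -2.14 (SE 0.34, adjusted p = 7.3e-05). Lrg1, a secreted leucine-rich glycoprotein, gave 1.15 (SE 0.33, adjusted p = 0.018) and -1.37 (SE 0.31, adjusted p = 0.0017). AAA against saline did not pass in these genes (adjusted p = 0.95, 0.45 and 0.64). The lowest array was no AAA 7 for each gene, so that with BeadChip as a fixed block the differences grew to 2.67, 3.46 and 2.29 (adjusted p = 0.022, 0.0045 and 0.015). With the methods' t-test after adjustment Apoc1 (0.058) and Lrg1 (0.11) did not pass between AAA and no AAA, nor did Lrg1 without AAA 3. In a liver list with 3 named genes, 1 was higher in AAA than in no AAA (2 adjusted over the list alone) and 3 were lower in no AAA than in saline (3 adjusted over the list alone, median -1.51).

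**Figure D3:**
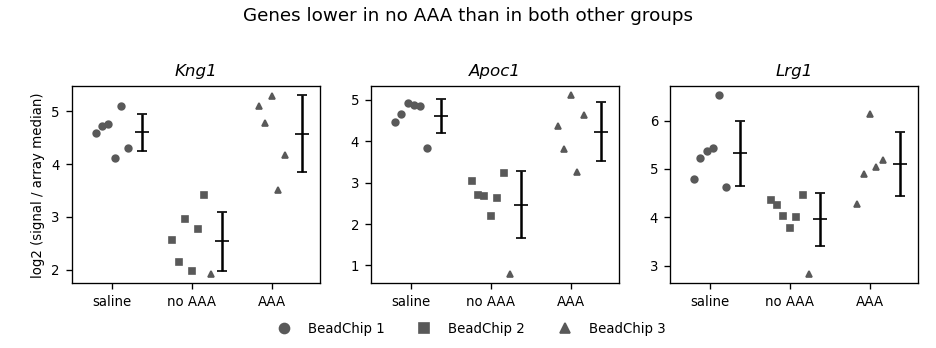
Log2 of signal over array median of Kng1, Apoc1 and Lrg1 in single saline (n = 6), no AAA (n = 7) and AAA (n = 5) aortas. Circles, squares and triangles mark BeadChips 1, 2 and 3, and dashes with bars give mean and SD.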

We observed downregulation of the genes encoding kininogen (kng1), Apolipoprotein CI (Apoc1) and the neutrophil-associated leucine-rich alpha-2-glycoprotein 1 (Lrg1) amongst others, in aortas of mice resistant to aneurysm suggesting that they may be pathological genes. The role of these in aneurysm formation warrants further investigation.

We also investigated genes that might underlie the predilection for suprarenal aneurysm formation within this model, highlighting downregulation of a number of genes which may explain the susceptibility of the suprarenal aorta to aneurysm formation. Urocortin has been shown *in vitro *and within animal models to inhibit the effects of the renin-angiotensin system, thus downregulation of Ucn3 (urocortin 3) within the suprarenal aorta of ApoE-/- mice may be relevant to its predilection for aneurysm formation following angiotensin II infusion [11,12]. We also demonstrated downregulation of Lama3 (laminin alpha 3) within the suprarenal aorta. This extracellular matrix protein has been demonstrated to be present in reduced concentrations within some human AAAs and therefore may also be relevant to the preponderance of the suprarenal aorta to aneurysm formation [27,28]. *In vitro *laminin also plays important roles in modulating inflammation and MMP production suggesting its relevance to aneurysm formation [29,30]. Further studies will be required to investigate these candidate genes for example employing deficient mice.

A small number of previous studies have used expression arrays to examine gene transcripts associated with AAA in rodent models or patient samples [9,28,31-34] (Table 8). There are a number of issues to consider when interpreting the results of the present study and those previously conducted, such as sample sizes, controls used, model employed (in the case of animal studies) and adjustment for multiple testing. Only one of the previous studies was a whole genome expression assessment, similar to the current study, with other studies examining much smaller numbers of transcripts. The sample sizes employed in all studies means that the power to detect differentially expressed genes is limited; therefore all current studies would have been expected to generate a large number of false negatives. We have therefore concentrated on identifying genes which were identified in the current study and also in these previous investigations and highlighted these throughout our tables (a summary of our findings in comparison with previous studies is provided in table 8). A number of chemokines were identified in all studies underlining the findings of the current investigation. Other common mechanisms identified to be associated with AAA included pro-inflammatory cytokines and matrix proteolysis. The design of the current experiment has some advantages over previous studies in the use of controls employed. We utilised two control sample types within study 2, i.e. aortas from mice receiving saline infusion but importantly also from mice that received angiotensin II and did not develop aneurysms. This has enabled us to try and isolate effects associated with AAA rather than just those due to angiotensin II. Findings in previous rodent studies may have related in part simply due to the effects of elastase [32,33]. Controls for human expression array studies are problematic for a number of reasons, including the large amount of patient to patient variations, and the effects of factors that are impossible to control for in small samples such as differences in medication taken and co-morbidities [9,28,34].

**Table 8:** Comparison of results from this study and those from other expression arrays for AAA.

**Ref.**	**Transcripts examined**	**Species**	**Number of samples/controls**	**Tissue of interest**	**Control tissue**	**Similar genes upregulated**
9	18057 oligonucleotides microarray	Human	6/7	AAA	Normal#	Chemokines (e.g. CCL2, CCL4, CCL8, CCR5, CXCL5, CXCR4, TNFRSF13B) Pro-inflammatory cytokines (e.g. IL1B, IL2RG) Matrix metalloproteinase (e.g. MMP9) Cell lineage markers (e.g. CD53, CD68, CD72)

32‡	1181 cDNA clones	Mice	3/3**	Elastase induced AAA	Inactivated elastase infused aortas	Pro-inflammatory cytokines (e.g. IL1B, IL6, INF, IGF1) Chemokines (e.g. CCL7) JAK-STAT signalling (e.g. SOC3)

31‡	375 cDNA clones	Human	1/1*	AAA body	AAA neck	Chemokines (e.g. CXCR2)

28‡	265 cDNA clones	Human	7/5/5†	AAA	AOD and normal†	Matrix metalloproteinase (e.g. MMP9, MMP12) Pro-inflammatory cytokines (e.g. IL1B, IL6) Chemokines (e.g. CCL4, CCR5) Fibrinolysis (e.g. uPA)

33‡	8799 cDNA clones microarray	Rat	1/1‡‡	Elastase induced AAA	Saline infused aortas	Oxidative stress (Heme oxygenase, lipoxygenase)

*34‡*	1176 cDNA clones	Human	4/4	AAA	normal††	Cathepsins (e.g. cathepsin H) Matrix metalloproteinase (e.g. MMP9) Chemokines (e.g. CXCR4, CCL5)

*Results provided limited; †5 controls from aortic occlusive disease (AOD) from patients undergoing bypass and 5 controls from organ donors which were not age-matched; ‡These studies did not adjust for multiple testing; **pooling of samples was performed with 3 pools of interest compared with 3 controls for 4 different time periods after elastase infusion; ††Controls were from organ donor who were not matched; ‡‡Appears to have been comparison of one pool of samples from elastase induced aaas and one pool from controls examined on two microarrays each; #controls from post-mortem samples. Ref. = reference.

This study is the first to carry out a whole genome expression analysis within the angiotensin II- Apo E^-/- ^model. We used an explorative approach using relatively small numbers of arrays (28 in total were included in the array studies). We were not adequately powered to adjust for multiple testing given the number of transcripts examined. Unlike some other microarray studies we have used real time PCR, IHC and ELISA to confirm some of our findings rather than relying on RNA assessment alone [9]. Numerous studies have now demonstrated the validity of microarray platforms therefore we felt it would be useful to demonstrate the functional relevance of altered RNA expression [9,35]. Our findings suggest the value of this mouse model as one to investigate the role of inflammation, cell recruitment and proteolysis in AAA.

## Conclusion

In conclusion our study supports the value of the angiotensin II infused ApoE^-/- ^mouse model for investigating mechanisms and interventions relevant to human AAA.

## Methods

### Study design

Infusion of angiotensin II induces aortic dilatation particularly affecting the suprarenal aorta in ApoE^-/- ^mice [5,6,18-21]. Based on studies carried out in our and other laboratories the response to angiotensin II is variable, with some mice developing large aneurysms but other animals appearing resistant to aneurysm formation with aortic diameters similar to that of saline controls (Additional file 12). The infrarenal aorta is protected from aneurysm formation in these mice. To assess the likely signalling pathways relevant to aneurysm development and progression within this mouse model we carried out three studies (Table 1): 1) We compared RNA expression within segments of supra and infrarenal aortas from 13 week old male ApoE^-/- ^mice unexposed to angiotensin II (n = 10). 2) We compared RNA expression from whole aortas of 17 week old male ApoE^-/- ^mice which had been exposed to angiotensin II (1.44 μg/kg/min) for 4 weeks where there was clear evidence of aortic aneurysm formation (n = 5) with that of mice failing to develop aneurysms (n = 7) and those exposed to saline infusion (n = 6). 3) We selected 2 genes and 5 cellular pathways identified as upregulated within the aortas of mice with aneurysms for validation using protein assessments including ELISAs and immunohistochemistry (IHC). The selection of genes was based on their association with pathways we had identified from pathway analysis of the data and recognised ability to be able to assess them using ELISAs or IHC. For study 3, twenty-eight additional 17 week old male ApoE^-/- ^mice were infused with angiotensin II for 4 weeks. Ten mice in study 3 died prematurely due to aortic rupture and were excluded from further analysis in order to avoid post-mortem or post rupture effects confounding assessments, leaving 18 animals in this group.

### Mice

This investigation conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996). Ethical approval was obtained from the local institutional committee prior to commencement of the study. Male ApoE^-/- ^mice were obtained from Animal Resources Centre, Canning Vale, Western Australia aged 6–8 weeks. Mice were fed standard chow, and at 13 weeks either their aortas were harvested (study 1, n = 10) or angiotensin II (n = 12 study 2; n = 28 study 3) or saline (n = 6 study 2) infusion commenced. Aortic harvesting and osmotic minipump placement (Model 2004, ALZET, Durect Corporation, Cupertino, California, USA) was carried out under ketamine (150 mg/kg i.p.) and xylazine (10 mg/kg i.p.) anaesthesia as previously described [22]. The 28 day infusion period and dose of angiotensin II were selected as these have been routinely used in other studies within this model [5,6,18-21]. In studies 1 and 2, mice were euthanized by carbon dioxide asphyxiation, the aortas perfused with RNAlater^® ^(Qiagen, Doncaster, Victoria, Australia), and harvested from arch to iliac bifurcation and stored at -80°C for later analysis. For study 3 mice were euthanized, aortas were perfused with PBS and the suprarenal aortic segments divided into 2 and stored separately at -20°C for later IHC and cytokine assessment.

### Aorta Morphometry

Aortas were placed on a black background and digitally photographed (Coolpix 4500, Nikon). Maximum diameters of the aortic arch, thoracic, suprarenal and infrarenal aorta were determined from the images using computer-aided analysis (Scion Image, Scion Corporation). Preliminary studies (n = 27) established that these measurements could be repeated with good intra-observer reproducibility (Coefficient of repeatability 0.98, 95% confidence intervals 0.975–0.982, and coefficient of variation 4%).

### Microarrays

Total RNA was extracted from homogenised aortas using the TRI reagent (Sigma) and RNeasy Mini kits (Qiagen) and analysed on the HP 2100 Bioanalyzer (Agilent Technologies) for integrity using Eukaryotic total RNA nano chips (Agilent) (Additional File 11). All samples had RNA integrity scores between 6.9 and 8.1. For study 1, RNA extracted from the pooled suprarenal aortas of two mice was compared with that obtained from the infrarenal aortic segments of the same mice. A total of 10 mice (i.e. 5 pairs of pooled segments) were included in study 1. For study 2, RNA extracted from the whole aortas of mice with aneurysms (n = 5, Additional File 12A) was compared with that extracted from the whole of aortas of saline controls (n = 6, Additional File 12C) and mice exposed to angiotensin II which did not develop aneurysms (n = 7, Additional File 12B). No sample pooling was carried out in study 2. RNA hybridization was performed, and gene expression profiles determined, using CodeLink Mouse Whole Genome Bioarray chips (GE healthcare, Amersham, Bioscience) (study 1, n = 10) and Illumina Mouse Sentrix 6 version 1.1 Beadchips (study 2, n = 18). For study 1 total RNA from infrarenal and suprarenal aortas was supplied to GenUS BioSystems Inc. (Northbrook, Illinois USA) who conducted cDNA synthesis, hybridization and scanning using standard protocols. In brief, 10 μg of total RNA was used for each 'sample versus sample' comparison and first and second strand cDNA were prepared using the Codelink™ iExpress Expression assay Reagent kit (GE healthcare Amersham). Biotinylated cRNA target was prepared from the cDNA template by linear amplification using biotin-dNTPs and verified on a Bioanalyzer 2100. The cRNA was fragmented to uniform size and once again verified on the Bioanalyzer 2100. Each fragmented, biotin-labeled cRNA was added to a Codelink Mouse Whole Genome array which contained 34,957 probes targeting unique mouse transcripts. The bioarrays were washed, exposed to Cy5 streptavidin and scanned using GenePix 4000B laser scanner. Scanned image files were examined using CodeLink image and data analysis software (GE healthcare, Amersham, Bioscience). The image information was converted into spot intensity values using CodeLink™ Expression Analysis software (GE healthcare). The generated values were exported to GeneSpring GX 7.3.1 software (Silicon Genetic, USA) for further analysis. Study 2 labelling, hybridisation and scanning was done at the SRC Microarray Facility, University of Queensland, Brisbane, Australia according to the manufacturer's instructions. For study 2 total RNA was amplified in a single-round of *in vitro *transcription amplification that allowed incorporation of biotin-labeled nucleotides using the Illumina TotalPrep RNA amplification kit (Ambion, Inc., Austin, TX). mRNA samples were assessed for integrity and purity prior to hybridization using the Bioanalyser 2100 with mRNA Nano chips (Agilent Technologies). cRNA of each sample was hybridized to an Illumina Mouse WG-6 V1.1 BeadChip followed by washing, blocking, and streptavidin-Cy3 staining steps, and scanning with a high-resolution Illumina BeadArray reader scanner. The data extraction was performed by using Illumina Bead Studio V2.3.41 software with the output being raw, non-normalized bead summary values. The BeadStudio matrix contains the summarised expression values (Avg_Signal), standard error of the bead replicates (BEADSTDEV), number of beads used (Avg_NBEADS) and a detection score, which estimates the confidence limit of detection of a gene. The performance of the built-in controls that accompany each Illumina beadchip experiment was assessed as part of the Bead Studio V2 experiment performance report and was found to be satisfactory. Controls included Housekeeping controls for intactness of the biological specimens, negative controls to establish gene expression detection limits and hybridization controls including low and high stringency controls and biotin signal generation controls. The raw data matrix extracted from Beadstudio was uploaded into GeneSpring GX 7.3.1 (Silicon Genetics, Redwood City, CA) software for downstream analysis. Details of GeneSpring analysis including data transformations, per chip and per gene normalisations are described below in Analysis and Design.

### Real time PCR

Using RNA obtained for the mice employed in the micro-array investigations in study 2 we validated findings for 4 genes (*Ccl4*, *Ccl8*, *Il6 *and *Mmp2*) using real time PCR. RNA samples from mice exposed to angiotensin II that developed aneurysms (n = 5), mice exposed to angiotensin II that did not develop aneurysms (n = 7) and saline control mice (n = 6) were included in the analysis. The QuantiTect SYBR Green one-step RT-PCR Kit (Qiagen) and Quantitect Primer Assays (Qiagen) (*Il6*, QT00098875; *Ccl4*, QT00154616; *Ccl8*, QT00128548; *Mmp2*, QT00116116) were used according to the manufacturer's instructions with 25 ng of total RNA as template. Primers for mouse *Gapdh *were used to amplify the housekeeping gene (Qiagen, QT01658692). Standard curves for each gene including the housekeeping gene were constructed using duplicate sets of five (5) 10-fold serial dilutions of equal volumes of the pooled saline control RNAs. Negative and "minus-RT" controls were also included. All reactions were independently repeated in duplicate to ensure the reproducibility of the results. Cycling parameters were as follows: 50°C 30 min for RT; 95°C 15 min; 40 cycles of 94°C 15 sec, 55°C 30 sec, 72°C 30 sec. Data were viewed and analysed using the Rotor-Gene's real-time analysis software (Rotor-Gene 6000; Corbett Life Science, Sydney). The relative expression of the gene of interest in each sample was calculated by the Rotor-Gene software using the concentration-Ct-standard curve method and normalised using the average expression of *Gapdh *for each sample. SSPS statistical software was used to calculate median and interquartile ranges for expression of each gene of interest in each group.

### IHC

Serial cryostat sections 7 μm thick were cut from suprarenal aortas with and without aneurysms prior to staining for inflammatory cells. Serial frozen sections were air-dried, fixed in acetone for 10 min at -20°C, air dried and rehydrated with PBS before being incubated in 3% H_2_O_2_/0.1% sodium azide/PBS to block endogenous peroxidase. For macrophage detection, sections were blocked in 2% normal goat serum in PBS followed by staining using pan-macrophage antibody (clone MOMA-2, Abcam AB33451), and goat anti-rat HRP (Millipore AP136P). Rat IgG (Sigma I4131) was used as isotype control. Detection of osteoprotegerin (OPG) was carried out using biotinylated goat anti-mouse OPG (R&D BAF459) diluted to 1 μg/ml in blocking buffer followed by Vectastain Elite ABC-HRP (Vector Laboratories). Biotinylated goat-IgG was used as isotype control (Vector Laboratories VEBI1001). T cells (CD3e FITC clone 145-2C11, BD Biosciences 553061), B cells (CD45R/B220 biotin clone RA3-6B2, BD Biosciences 550385), dendritic cells (CD11c biotin clone HL3, BD Biosciences 553800) and neutrophils (Ly6G/Ly6C(Gr-1) FITC clone RB6-8C5, BD Biosciences 553127) were demonstrated using either anti-FITC HRP (Invitrogen), biotinyl-tyramide (Perkin Elmer), SA-HRP (Perkin Elmer) for FITC-conjugated antibodies or SA-HRP, biotinyl-tyramide, SA-HRP for biotinylated antibodies. Appropriate isotype controls were added to other sections (all BD Biosciences). Slides were incubated in the peroxidase substrate 3, 3'-diamminobenzidine (ImmPACT DAB, Vector), counterstained in Mayer's Haematoxylin, dehydrated, cleared in xylene and mounted in Depex mounting medium. Sections were photographed using a Nikon Eclipse 50i microscope, Digital Sight camera and NIS-elements software.

### Cytokine studies

Protein was extracted from individual frozen suprarenal aortic segments by homogenising in buffer (10 mM cacodylic acid, 60 mM L-arginine, 0.25% triton x-100 in PBS, pH 7.2) and centrifuging at 18,000 × *g *at 4°C for 20 min. Supernatant protein was quantified by the Bradford technique (Protein Assay, Bio-Rad, Hercules, California, USA). Concentrations of OPG and transforming growth factor beta-1 (TGFb-1) were assessed using commercial ELISAs (Quantikine, R&D Systems, MOP00 for OPG, MB100B for TGFb-1) and expressed as pg/mg of protein. Initial tests were performed to determine an appropriate amount of extracted aortic protein to load in each well to suit the ELISA standard curves (10 μg for OPG ELISA, 20 μg for TGFb-1 ELISA). Serum and extracted aortic proteins from OPG deficient mice were confirmed as having zero readings using the OPG ELISA (data not shown). Batch analysis of the samples was carried out to facilitate comparison between groups. We have previously reported excellent reproducibility of similar assays [36].

### Analysis and design

We designed the current study as an exploratory analysis expecting a minimal level of false discovery inevitable in analysis of large microarray gene probes. Sample size calculations were conducted using SPCalc [37,38]. For study 1 (which included paired samples) we aimed to detect a 1.5-fold difference at a power of 0.8 (alpha uncorrected 0.05), while for study 2 (which included unpaired samples) we aimed to detect a 2-fold difference. Based on the number of gene probes to be examined (26,522) we wished to control the false positives to a mean of 2 [17,18]. We estimated the total number of arrays needed for study 1 and 2 were 10 and 18 respectively. Microarray data were imported into Genespring GX 7.3.1 (Agilent) for analysis. The data from the individual bioarrays have been deposited in NCBIs Gene Expression Omnibus (GEO; ) and are accessible through GEO accession number GSE7006 (GEO Accession viewer) for study 1 and GSE12591  for study 2. For study 1 which used paired samples, normalisations were as follows: each chip was normalised to the median intensity of the array; each gene was normalised relative to the suprarenal sample of each pair. Thus the expression of each SRA sample was normalised to 1. Volcano plots were used to identify differentially expressed genes with >1.5 fold difference in expression and p < 0.05. Statistical analysis was carried out using a paired t-test (unequal variances) comparing the mean infrarenal/suprarenal ratio to a baseline value of 1 for each sample pair. In study 2 we followed the standard normalization procedures recommended for the GeneSpring GX 7.3.1 software for one-colour array data. In brief, data transformation was corrected for a low signal, with values recorded at <0.01 increased to the minimum (0.01). Default settings were used for experiment normalisation which included chip normalisation to 50th percentile and gene normalisation to the median. The cross gene error model was used to further filter low quality data. We sought to identify genes with a 2-fold differential expression within the aortas of mice with and without aneurysms based on an uncorrected p value of < 0.05 included in our sample size estimate. We initially compared findings from mice that received angiotensin II and developed AAAs (n = 5) with both other groups of mice (n = 7 and 6). Genes showing a greater than 2 fold difference in expression between groups (unpaired t-test (unequal variance) p < 0.05), were considered to be differentially expressed. We reasoned that the most significant findings would relate to genes differentially expressed between angiotensin II perfused mice, that did (n = 5) and did not (n = 7) develop aneurysms. Volcano plots were used to identify differentially expressed genes between the aortas of these two groups of mice. This group of 531 genes was further investigated by hierarchical clustering in GeneSpring, in which a tree of transcripts or genes is built by successively finding the two most similar gene expression patterns from the full transcript set. Individual samples were then arranged in a condition tree according to overall similarity. We also included the saline group in this clustering analysis in order to show how these 531 genes are expressed in control aortas. Genes with similar expression patterns were grouped as hierarchical clusters with distances between samples computed using Pearson correlations for similarity measures and average linkage as the clustering algorithm. Hierachical clustering revealed several major nodes in the gene tree structure which indicated at least 4 different patterns of gene expression. Lists of differentially expressed genes were examined for biologically relevant associations using Gene Ontologies and Kyoto Encyclopedia of Genes and Genome (KEGG) pathway analysis in the web-based software Webgestalt . Quantitative real time PCR outcomes in study 2 and concentrations of cytokines measured in study 3 were compared between groups using Mann Whitney U test.

## Authors' contributions

CR carried out the expression arrays, analysis of results and immunohistochemistry, and participated in drafting the manuscript. MN carried out the mice work. AT carried out the real time PCR. BC carried out the ELISAs, analysed these results and participated in drafting the manuscript. JVM participated in drafting and editing the manuscript. JG conceived the study, obtained funding, supervised the project and wrote the main manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of transcripts differentially expressed in supra and infrarenal aortas**. Transcripts included were expressed at 1.5 fold different levels and significant at uncorrected p < 0.05. Included are genebank and unigene names, uncorrected p values and ratio of transcripts expression compared between supra and infrarenal aortas. Click here for file

Additional file 2 **Number of differentially expressed transcripts comparing aortas of mice with and without aneurysms, in addition to saline controls**. Transcripts included were expressed at 2 fold different levels and significant at uncorrected p < 0.05. Click here for file

Additional file 3 **List of transcripts differentially expressed in aortas of mice exposed to angiotensin II which did (AAA group) and did not (no AAA group) develop aneurysms (n = 531)**. We considered this the most important comparison since the controls were in all ways similar to the group of interest except they did not have AAAs. Transcripts included were expressed at 2 fold different levels and significant at uncorrected p < 0.05. Transcripts with higher expression in AAA group are indicated in yellow, whilst those with higher expression in no AAA group are coloured blue. Included are gene symbol (where an identified gene is associated with the transcript), genebank accession number, fold difference, uncorrected p values, gene description, and Illumina Probe identification number. Click here for file

Additional file 4 **List of transcripts differentially expressed in aortas of mice exposed to angiotensin II which developed aneurysms (AAA) and saline controls (n = 1196)**. Transcripts included were expressed at 2 fold different levels and significant at uncorrected p < 0.05. Included are gene symbol (where an identified gene is associated with the transcript), genebank accession number, fold difference, uncorrected p values, gene description, and Illumina Probe identification number. Click here for file

Additional file 5 **List of transcripts differentially expressed in aortas of mice exposed to angiotensin II which did not develop aneurysms (no AAA) and saline controls (n = 654)**. Transcripts included were expressed at 2 fold different levels and significant at uncorrected p < 0.05. Included are gene symbol (where an identified gene is associated with the transcript), genebank accession number, fold difference, uncorrected p values, gene description, and Illumina Probe identification number. Click here for file

Additional file 6 **List of pattern 1 transcripts (n = 104) which were downregulated with the aortas of aneurysm resistant mice (see results and Figure **1**)**. Included are gene symbol (where an identified gene is associated with the transcript), genebank accession number, uncorrected p values, gene description, Illumina Probe identification number and fold difference comparing aortas of mice exposed to angiotensin II that did (AAA) and did not develop aneurysms (no AAA). Click here for file

Additional file 7 **List of pattern 2 transcripts which were upregulated in aortic aneurysms (n = 325; see text and figure **1**)**. Included are gene symbol (where an identified gene is associated with the transcript), genebank accession number, uncorrected p values, gene description, Illumina Probe identification number and fold difference compared to aortas of mice with no aneurysm (no AAA). Click here for file

Additional file 8 **List of genes which were downregulated in the aortas of mice exposed to angiotensin II which did not develop aneurysms (no AAA) by comparison to both mice developing aneurysms (AAA) and also saline controls (n = 10)**. The list of genes was generated from pattern 3 transcripts excluding those that were associated with no known gene or which were not significantly different (2-fold, p < 0.05) by comparison to saline controls in addition (n = 7). These genes potentially have a pathological role in AAA. Genes highlighted with † have previously been identified as upregulated within human AAA biopsies in a whole genome expression study [9]. Included are gene symbols, gene description, fold difference and uncorrected p values comparing aortas with aneurysms and saline control aortas to aneurysm-resistant aortas. Click here for file

Additional file 9 **List of transcripts which were upregulated in the aortas of mice resistant to aneurysm formation (n = 85)**. Transcripts highlighted in yellow are increased (>2 fold, p < 0.05) in the no AAA group when compared to both AAA and saline groups. These genes are potentially protective role against AAA. Included are gene symbol (where an identified gene is associated with the transcript), genebank accession number, uncorrected p values, gene description, Illumina Probe identification number and fold differences when comparing aortas resistant to aneurysm formation to aortas with aneurysms and saline control aortas. Click here for file

Additional file 10 **Webgestalt analysis of transcripts upregulated in aortas of mice with aneurysms compared to those without**. Both groups of mice received angiotensin II. Of 376 recognised transcripts 302 were known genes and 116 were assigned to one or more KEGG pathways. Included are gene symbol (where an identified gene is associated with the transcript), gene description, Illumina Probe identification number and KEGG title. Click here for file

Additional file 11 **Examples of mouse RNA samples examined on the Agilent Bioanalyser**. The 10 pooled samples (2 supra or infra renal segments each) used in study 1 (with repetition of 1 sample) were analysed in comparison to molecular weight markers (far left), 18 and 28S RNA controls (far right). All samples had RNA integrity scores of between 7.5 and 8.1. Click here for file

Additional file 12 **Digital photographs of aortas from 17 week old male ApoE^-/- ^mice exposed to angiotensin II or saline subcutaneously for 4 weeks from study 2**. A) Example of an aorta from a mouse in which an aneurysm developed in response to angiotensin II infusion. B) Example of an aorta from a mouse in which an aneurysm did not develop in response to angiotensin II infusion. C) Example of an aorta from a mouse exposed to saline infusion for 4 weeks with no aneurysm formation. Click here for file

# Supplementary material for: Whole genome expression analysis within the angiotensin II-apolipoprotein E deficient mouse model of abdominal aortic aneurysm
**Source:** BMC Genomics. 2009 Jul 6;10:298. doi: 10.1186/1471-2164-10-298
**Supplement:** Additional file 2 — Number of differentially expressed transcripts comparing aortas of mice with and without aneurysms, in addition to saline controls. Transcripts included were expressed at 2 fold different levels and significant at uncorrected p < 0.05.

Supplementary Table 2. Number of differentially expressed genes (2 fold, $p < 0.05$) in the aortas of mice with and without aneurysms and saline controls

**Group**	**Aneurysm**	**No aneurysm**	**Saline controls**
**Aneurysm**	-	531 (446 up, 85 down)	1196(749 up, 447 down)
**No aneurysm**	531 (446 up, 85 down)	-	654 (128 up, 526 down)
**Saline controls**	1196(749 up, 447 down)	654 (128 up, 526 down)	-

# Supplementary material for: Whole genome expression analysis within the angiotensin II-apolipoprotein E deficient mouse model of abdominal aortic aneurysm
**Source:** BMC Genomics. 2009 Jul 6;10:298. doi: 10.1186/1471-2164-10-298
**Supplement:** Additional file 8 — List of genes which were downregulated in the aortas of mice exposed to angiotensin II which did not develop aneurysms (no AAA) by comparison to both mice developing aneurysms (AAA) and also saline controls (n = 10). The list of genes was generated from pattern 3 transcripts excluding those that were associated with no known gene or which were not significantly different (2-fold, p < 0.05) by comparison to saline controls in addition (n = 7). These genes potentially have a pathological role in AAA. Genes highlighted with † have previously been identified as upregulated within human AAA biopsies in a whole genome expression study [9]. Included are gene symbols, gene description, fold difference and uncorrected p values comparing aortas with aneurysms and saline control aortas to aneurysm-resistant aortas.

Gene symbol	Gene ID	Description	Fold decrease of AAA	P value	Fold decrease of saline	P value
<i>Kngr1</i>	16644	Kininogen 1	4.117	0.00109	4.184	9.47E-06
<i>Apoc1</i> †	11812	apolipoprotein C-I	3.408	0.00301	4.405	0.00017
<i>Fgl1</i>	234199	fibrinogen-like protein 1	2.182	0.0138	2.591	0.00112
<i>Stxbp2</i> †	20911	syntaxin binding protein 2	2.281	0.000228	2.624	3.32E-06
<i>Lrg1</i>	76905	leucine-rich alpha-2-glycoprotein 1	2.219	0.0142	2.583	0.00269
<i>Gpx3</i>	14778	glutathione peroxidase 3	2.597	0.000815	3.344	4.92E-06
<i>Hp</i>	15439	haptoglobin	2.275	0.001	2.857	0.00499
<i>Chst1</i>	76969	carbohydrate (keratan sulphate Gal-6) sulfotransferase 1	2.009	0.0255	2.439	0.000843
<i>Eltf1</i>	170757	EGF, latrophilin seven transmembrane domain containing 1	2.109	0.00424	2.336	5.48E-06
<i>Robo4</i>	74144	roundabout homolog 4	2.602	0.00527	2.618	2.76E-05

How the deposited data were processed for this re-analysis (not part of the article)

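The data are 18 arrays of study 2, each with RNA of the whole aorta of 1 male ApoE^-/- mouse: 5 mice infused with angiotensin II that developed AAA, 7 infused mice without AAA, and 6 saline controls. No RNA was pooled. The arrays lie on 3 BeadChips of 6 arrays each, called BeadChip 1 (saline 1 to 6), BeadChip 2 (no AAA 1 to 6) and BeadChip 3 (AAA 1 to 5 and no AAA 7). Groups and replicate numbers follow the sample labels. The replicate number is the position on the BeadChip for all arrays but no AAA 7.

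The authors scanned the BeadChips and summarised beads to probes with BeadStudio 2, and deposited 1 table with an average signal intensity and a detection score per probe and array. The deposited signal intensity was not normalised and has no value at or below 0, and a probe whose deposited detection score is over 0.95 was taken as detected. The table has 46657 lines and 146 columns. Of these columns, 108 hold other values per array (bead numbers and errors among them) and were not used. Of 13 probe IDs listed on more than 1 line (42 lines), 4 are bacterial controls (14 lines), which were left out, and the lines of the other 9 were averaged, which gave 46624 probes. The labels were checked against the study's fold changes: group means of these arrays gave 530 of 530, 1195 of 1195 and 654 of 654 listed folds within 2%. The authors also deposited a matrix of ratios, made with GeneSpring GX by dividing each array by its 50th percentile and each probe by its median over the arrays. It was not used, since 12 of its 18 columns hold the values of another array.

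Each signal was divided by the median signal of its array and expressed as log2. The methods' floor of 0.01 was used in 1 alternative only, where it changed no value, since every signal lay above it. A probe was tested if it was detected on at least 5 of 18 arrays, the size of the smallest group. This left 21434 probes, of which 15709 were detected on all arrays. Probes detected per array ranged from 20057 to 21052 in AAA, 19438 to 20676 in no AAA and 18647 to 19661 in saline, and median signals from 127.6 to 135.2, 122.0 to 142.6 and 108.1 to 126.8. Across probes, which are not independent replicates, the lowest correlation between arrays of 1 group was 0.9577 in AAA, 0.973 in no AAA and 0.9725 in saline. The first principal components held 36.5, 23.3 and 7.1% of the variance.

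Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with trend) over all 18 arrays with 3 group means, and p values were adjusted by Benjamini-Hochberg over the tested probes. The study's threshold, 2-fold and an unadjusted p under 0.05, was applied to the same fit beside an adjusted p under 0.05. Unadjusted p values under 0.05 numbered 6895 for AAA against no AAA, 10339 for AAA against saline and 11356 for no AAA against saline. The pipeline was tested on simulated data: of 50 probes given an added difference between AAA and no AAA, limma recovered 35 at 1.5-fold, 45 at 2-fold, 48 at 3-fold and 50 at 4-fold. At 2-fold it recovered 44 of 50 in AAA against saline and 44 of 50 in no AAA against saline. False calls over these whole simulated comparisons were 9 and 13. The simulated noise was independent between probes, with the same spread in every group. The correlation of a random block used statmod 1.5.0. Exact permutation tests used scipy 1.17.1, and tables and figures Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

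No annotation of the array's probes was used. Gene names came from the additional files, which list 1589 of the probes, 1548 of them with a symbol. An accession named 1 more, and there were 1342 distinct current symbols. Names were updated through RefSeq accessions for 1237 probes, through symbols for 96 and through synonyms for 109. The paper's name was kept for 107, and 40 stayed without a name. Genome build GRCm38.p6 was used for names only. The copies held of Additional files 3, 4 and 7 contain 530, 1195 and 324 transcripts, 1 fewer each than the paper counts, and no overlap or enrichment test was made on them. Of pattern 3, only the 10 genes of Additional file 8 were held. No named probe exists here for Tgfb1 or Apoe, which were not analysed here.

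Before the data were examined, but with the paper and its additional files at hand, 29 gene lists with 627 genes were fixed, together with 32 settings. Of these genes, 238 had a named, tested probe. The clock lists and the heat shock list were written after Arntl, Npas2, Nfil3 and Hspa1b had been seen in the additional files. Camera and fry had been intended for all lists. Since every named probe had been chosen by the study as different, these tests had no unselected background and were not made. Counts of named members are given in their place, over all tested probes and adjusted over the list alone. For each gene the probe with the highest mean signal was taken. Where no array of a group detected a gene, its difference is given as a lower bound: the mean of the brighter group against the mean, per array of the dimmer group, of the higher of the lowest detected signal and the probe's own. Genes detected on part of a group are marked, or were missed on 1 array only (Arntl, Npas2, Cdk1 and Cxcl14 in saline, Cd3d, Retnlg and Slpi in no AAA, Ptpn11 and Cxcl10 in AAA). The 10 groups of Table 7 and the 4 patterns were described in the same way. After the probe IDs were seen, immunoglobulin and T cell receptor variable gene families, whose probes carry the family in their ID, were tested with camera (preset correlation 0.01), with camera on an estimated correlation, and with fry.

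The 108 genes examined singly are those the paper names, those among the 10 highest and 10 lowest non-overlapping genes of a comparison past the adjusted p, and up to 4 examples per list. The values in the paper's tables had been seen when this rule was written. The result of 1 of these genes is not reported here.

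The alternatives were quantile normalization, 75th percentile scaling, normexp background correction with quantile normalization (offset 16), the detection limit as a floor (scaled signal 1.133), no filter, probes detected on all arrays, the methods' t-test alone and with floor and no filter, a fit of the 2 groups compared, array weights, BeadChip as a fixed and as a random block, the replicate number as a block, and the removal of each of the 18 arrays. The fit with BeadChip as a fixed block held only the AAA and no AAA arrays. A fit without AAA 4 and no AAA 7 was added after the principal components were seen.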

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

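In 24 of 324 sets of values (108 genes in 3 groups), the lowest or highest array stood apart from the rest of its group. An array was counted when its gap to the next array, divided by the group's range, exceeded the value that chance exceeds in 1 of 20 sets. The arrays concerned most often were no AAA 7 (8 sets) and saline 2 (6 sets). No array was left out for this.

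The array no AAA 7 was lowest of its group for Ccl8 (1.29, others 3.24 to 4.63, gap 0.582 of the range), Ccl21a (1.87, 3.7 to 4.26, 0.765), Apoc1 (0.78, 2.19 to 3.24, 0.573), Lrg1 (2.82, 3.78 to 4.47, 0.581), Fcer1g (3.53, 4.89 to 5.8, 0.6), H2-Ab1 (2.84, 4.51 to 4.82, 0.842), Ndufb9 (3.23, 3.96 to 4.43, 0.606) and Vav1 (1.01, 1.62 to 2.07, 0.578). The fit with BeadChip as a fixed block rests on this array.

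Saline 2 was highest among saline controls for leukocyte genes: Ccl5 (4.07, others 1.7 to 1.95, gap 0.896), Cxcl13 (4.24, 1.81 to 2.67, 0.645), Ccl21a (5.63, 3.53 to 4.22, 0.672), Cxcl10 (1.11, -0.56 to -0.05 on arrays that did not detect it, 0.694), Cd3d (3.37, 0.41 to 1.4, 0.664) and Btk (2.23, 0.64 to 1.23, 0.626).

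Other single values stood apart in saline for Elovl6 (saline 3, 7.43, others 6.28 to 6.69, 0.644), Arntl (saline 5, 0.21, 0.97 to 1.33, 0.679), Timp1 (saline 5, 5.63, 4.02 to 4.6, 0.639), Ptpn11 (saline 6, 2.22, 1.72 to 1.86, 0.716), Prc1 (saline 4, 1.27, 2.17 to 2.51, 0.727) and Sdhb (saline 6, 6.44, 7.14 to 7.49, 0.666). In no AAA they were Clec4n (no AAA 2, 2.89, 1.39 to 1.99, 0.6) and Ucp1 (no AAA 4, 4.15, 7.01 to 8.43, 0.67). In AAA they were Timp4 (AAA 2, 2.14, 2.48 to 2.62, 0.715) and Timp1 (AAA 4, 4.91, 7.21 to 7.65, 0.84).

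Immunoglobulin variable families, tested here as sets, lay higher in AAA than in no AAA (medians 1.83 for kappa and 0.92 for heavy chain probes), but camera gave p of 0.16 and 0.18 with the estimated correlations. Other results concern genes that the paper does not discuss for these samples. White fat genes were lower than in saline (-1.48 in AAA, -1.79 in no AAA), as were brown fat genes (-2.39, -2.7) and respiratory chain genes (-1.19, -1.22). Clock genes were shifted in both angiotensin II groups (1.4 and 1.71 for the morning arm, -1.11 and -1.06 for the evening arm).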

How the results depend on the processing

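No gene examined singly reversed among those past the adjusted p, while the balance of higher and lower probes turned with scaling; the cause of the changes below was not tested. Main counts were 2310 higher and 1813 lower at an adjusted p under 0.05 and 505 and 89 at the study's threshold. With the methods' t-test and adjustment 473 were higher and 323 lower, and with its floor and no filter as well 76 and 52. BeadChip as a fixed block gave 1034 and 450, and 1247 and 250 at the study's threshold. Lower probes outnumbered higher ones after quantile normalization (2071 higher, 2318 lower), 75th percentile scaling (1968, 2741) and normexp (2027, 2258). Of 83 genes examined singly that passed, 23 passed with the methods' t-test after adjustment, 3 with floor and no filter as well, 46 with the fixed block and 71 without AAA 3. Named members of the fixed lists higher in AAA numbered 29 with the methods' t-test, 5 with floor and no filter as well and 79 with the fixed block, and lower ones 2, 1 and 4. For the Table 7 genes, 28 and 3 were higher with the methods' t-test alone and with floor and no filter. The lower Table 7 count was 0 with probes detected on all arrays, 0 with the methods' t-test, 0 with floor and no filter and 0 with the fixed block. Pattern 1 at the study's threshold held 62 probes after normexp and 61 with probes detected on all arrays. The replicate number as a block gave 1761 and 1297, and 375 and 75 at the study's threshold, and left 5 of the 10 probes of pattern 3. This block does not pair animals: residuals of arrays with the same number correlated at a median of -0.04 over 16 pairs (-0.19 to 0.29), against 0.01 for different numbers.

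The saline comparisons depended on scaling. For AAA against saline, 6540 higher became 3573 with quantile normalization, 3389 with the 75th percentile, 3469 with normexp and 3576 with the methods' t-test, floor and no filter. The 1977 lower became 3195, 3875 and 3137 in the first of these. At the study's threshold 790 higher became 525 with quantile normalization and 423 with normexp, and 451 lower became 630 and 555. For no AAA against saline 7498 higher became 4349, 4201 and 4184, and 129 at the study's threshold became 56, 77 and 73. Some lists moved with scaling too. After quantile normalization named genes higher in AAA than in saline went from 3 to 1 for T and NK cells, and lower ones from 3 to 5 for heat shock. Higher ones in no AAA went from 6 to 3 for chemokines (1 with normexp) and from 7 to 4 for cytokines (3 with normexp). The methods' t-test lets groups differ in spread, whereas limma took 1 spread per probe. After adjustment it gave 7505 higher and 1991 lower for no AAA against saline, where limma gave 7498 and 2155. It gave fewer than limma in both comparisons with AAA: 5013 and 1491 against saline, and 473 and 323 against no AAA.

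Leaving out 1 array moved the lower counts most. At an adjusted p under 0.05, AAA against no AAA gave 1657 (without AAA 3) to 2628 (without AAA 4) higher and 1051 (without AAA 3) to 1974 (without AAA 5) lower. At the study's threshold it gave 380 (without AAA 1) to 606 (without AAA 4) higher and 43 (without AAA 1) to 129 (without AAA 2) lower. The patterns held 214 to 322 probes (pattern 2), 6 to 10 (pattern 3) and 39 to 85 (pattern 4). Without AAA 4 and no AAA 7, a setting chosen after the data were seen, the counts were 2363 and 1628, and 536 and 128 at the study's threshold.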

Differences from the paper's values

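The paper's counts were reached closely with its own steps. With the methods' t-test, floor and no filter, the arrays gave 446 higher and 85 lower for AAA against no AAA (the paper's 446 and 85), 747 and 447 for AAA against saline (the paper's 749 and 447) and 128 and 526 for no AAA against saline (the paper's 128 and 526). With limma at the same threshold they were 505 and 89, 790 and 451, and 129 and 548. A fold was counted as different when it departed from the paper's by more than 1.5 times and by more than the larger group SD, and a count when it departed by more than 1.5 times. No main value did. The largest departures within that margin were the folds against saline of Cxcl12 (2.46, the paper's 3.03), Cd68 (4.79, the paper's 5.776) and Cxcl14 (3.32, the paper's 2.801). In Table 4 the folds of each of these genes against no AAA and against saline come from different probes, and here 1 probe served for both. For that probe of Cxcl12 the additional files list the paper's 2.464.

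Other settings moved some of the paper's values. With BeadChip as a fixed block, 446 higher became 1247 and 85 lower became 250, and the folds of Ccl7, Ccl8, Ccl21a, Cd14, Fcer1g, Cd74, H2-Ab1, Apoc1, Lrg1 and Hp departed from the paper's. Without AAA 1 the 85 lower became 43, and without AAA 2 they became 129. Normexp gave 423 for the paper's 749, and for the paper's 128 quantile normalization gave 56, the 75th percentile 77 and normexp 73.

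Cd3d (adjusted p = 0.069), Mmp12 (0.053) and Cd79b (0.058) did not pass an adjusted p under 0.05 for AAA against no AAA in limma, although each exceeded the study's threshold. Cd3d and Cd79b passed without saline 2, and Mmp12 with normexp and with a fit of the 2 groups alone.

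Ptpn11 stands in a Table 7 group of upregulated genes, while its probe was lower in AAA (-1.04, and the paper's listed fold 0.486). Pdlim3 is given as not significant against saline in Table 5, while Additional file 5 lists the paper's fold of 2.101, and limma gave 1.07 log2 units (adjusted p = 3.5e-05).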

Other observations

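In this part the tests of variable gene families, the drawn splits and the comparisons made for BeadChip, fat and clock explanations were chosen after the results had been seen. The gene lists and the settings had been fixed before the data were examined, with the paper and its additional files at hand.

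Antibody variable genes could be grouped by the family in the probe ID, whether or not the study had listed the probe. Of 49 kappa variable probes 48 lay above 0 in AAA (n = 5) against no AAA (n = 7), 25 passed as higher and 0 as lower in limma, with a median of 1.83 log2 units (1.98 with BeadChip as a fixed block). All 30 heavy chain variable probes lay above 0, and 10 passed (median 0.92). Camera gave an adjusted p of 3.6e-12 and 1.6e-08 with the preset correlation, and p of 0.16 and 0.18 with the estimated correlations of 0.68 and 0.71, so neither call holds in that form. Fry, which asks whether a set moves one way, gave 0.011 and 0.017. Against saline (n = 6) the medians in AAA were 0.7 and 0.52, with 4 kappa and 1 heavy chain probes past the adjusted p as higher, and camera did not set either family apart from other probes (adjusted p = 0.74 and 0.74). In no AAA against saline they lay lower (-0.89 and -0.58), with camera adjusted p of 1.8e-08 and 2e-06 but estimated-correlation p of 0.24 and 0.25. The 7 T cell receptor variable probes moved little between the angiotensin II groups (0.23, camera adjusted p = 0.064).

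Most of the named cell division genes passed as higher in AAA and not in no AAA. Cdk1, the kinase of mitotic entry, was 1.39 higher in AAA than in no AAA (SE 0.28, adjusted p = 0.0021 from limma), the mitotic kinase Plk1 1.14 (SE 0.18, adjusted p = 0.00049) and the spindle midzone protein Prc1 1.11 (SE 0.3, adjusted p = 0.015). All 13 named genes of that list were higher in AAA than in no AAA (13 adjusted over the list alone) and than in saline (13 adjusted over the list alone), against 1 in no AAA over saline (5 with array weights), where limma gave 0 adjusted over the list alone; the methods' t-test after adjustment left 1 of the 13 higher in AAA than in no AAA, without Cdk1 (adjusted p = 0.098), Plk1 (0.055) or Prc1 (0.14). With BeadChip as a fixed block the list median rose from 1.03 to 1.28, while 4 genes passed, Plk1 (adjusted p = 0.03) among them but not Cdk1 (1.8, 0.066) or Prc1 (1.27, 0.21). The named genes had been listed by the study, so these counts are not independent evidence. On the same arrays 19 of 20 named macrophage genes were higher and 7 of 7 named contractile smooth muscle genes lower in AAA than in no AAA. The share of each cell type was not measured. Other matrix genes lay above saline in both angiotensin II groups: tenascin C (Tnc) by 1.65 in AAA (SE 0.16, adjusted p = 1.5e-06) and 1.32 in no AAA (SE 0.15, adjusted p = 3.2e-06), and fibronectin (Fn1) by 1.6 (SE 0.22, adjusted p = 1.5e-05) and 1.27 (SE 0.2, adjusted p = 6.3e-05). An effect of angiotensin II on them could not be separated from a difference between BeadChips. Angptl4, an inhibitor of lipoprotein lipase, was 1.33 higher in AAA than in no AAA (SE 0.25, adjusted p = 0.0015; 1.61, 0.071 with the block). Npy, a peptide of sympathetic nerves, was lower in no AAA than in saline (-2.3, SE 0.57, adjusted p = 0.0031), as were 5 of 5 named adrenal and nerve genes (5 adjusted over the list alone); 1 of these was lower with the methods' t-test after adjustment and 2 among probes detected on all arrays. The adult beta-globin gene Hbb-b1 was lower than in saline both in AAA (-1.23, SE 0.37, adjusted p = 0.012) and in no AAA (-0.97, adjusted p = 0.027). Of 3 named red cell and platelet genes, 3 were lower than in saline in AAA (3 adjusted over the list alone) and 2 in no AAA (3 adjusted over the list alone, 1 with the methods' t-test after adjustment). Between AAA and no AAA Hbb-b1 did not pass (-0.27, adjusted p = 0.66). Of 3 named skeletal and cardiac muscle genes 2 were lower in AAA than in saline (2 adjusted over the list alone), and the 1 named gene of the renin-angiotensin and vasoactive list was higher in no AAA than in saline (1 adjusted over the list alone).

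Group sizes were compared with drawn splits of the same arrays into groups of the same size. Of 100 splits, 1, the real one, gave as many probes in each comparison and at both thresholds. The highest other split gave 1332 probes against 4123 for AAA against no AAA at an adjusted p under 0.05, 5189 against 8517 for AAA against saline and 3061 against 9653 for no AAA against saline. These splits were close to the real ones. In the same order, the first group kept 4 of 5, 0 of 5 (the real split nearly mirrored) and 6 of 7 of its arrays. The median other split gave 0 probes in each comparison, and 9, 38 and 5 at the study's threshold. At the study's threshold the highest other splits gave 280 and 350 against 594 and 677 for the comparisons with no AAA, and 950 for AAA against saline, nearest to the real split (790 higher and 451 lower).

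A difference between BeadChips could enter the comparison of AAA with no AAA, as the groups lie on different BeadChips but for 1 array. If BeadChip made the difference, no AAA 7 would lie with the AAA arrays beside it. Its slope on the AAA difference was -0.13 over 503 probes at the study's threshold chosen without it (-0.18 over 594 chosen with every array), and it lay towards AAA in 16.1% of the 503. The slope decides nothing, since 1 aorta cannot tell an effect of the BeadChip from its own biology. The array no AAA 7 also stood apart from its group in 8 of the 24 flagged sets, more than any other array. More no AAA aortas on a BeadChip with AAA aortas would tell.

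White fat, brown fat and respiratory chain genes lay lower in both angiotensin II groups than in saline. Scaling is unlikely to be the source, as the white fat median after quantile normalization was -1.66 in the group nearer 0. A smaller share of fat in the dissected tissue may lower such genes together, but only 2 white fat genes (Plin1, -1.59, and Thrsp, -2.52) and 1 brown fat gene (Otop1, -2.92) were restricted to fat cells and in range, where 4 were needed, so the test cannot tell. Weights of adherent fat, or staining of the same vessels, would tell a loss of fat cells from lower expression within them.

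Clock genes were called singly with limma. No test of the clock lists was made, since the named morning genes (Arntl, Npas2 and Nfil3) had been seen as changed before the lists were written. In AAA over saline, 3 of 3 named genes of the morning arm were higher (3 adjusted over the list alone, median 1.4) and 3 of 3 of the evening arm lower (3 adjusted over the list alone, median -1.11). In no AAA the medians were 1.71 and -1.06 (3 and 3 adjusted over the list alone). The morning minus evening value of 12 of 12 angiotensin II arrays (-2.94 to -0.32) exceeded that of every saline array (-5.28 to -3.88). This value is built from those named genes, so the separation is not independent evidence. A different time of day at collection, or a difference between BeadChips, could give it as well as angiotensin II. The hour at which each aorta was taken would bear on the time of day but not on the BeadChip.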
